# Nascent-Seq reveals novel features of mouse circadian transcriptional regulation

**DOI:** 10.7554/eLife.00011

**Published:** 2012-11-13

**Authors:** Jerome S Menet, Joseph Rodriguez, Katharine C Abruzzi, Michael Rosbash

**Keywords:** Circadian rhythms, transcription, nascent RNA, high-throughput sequencing, RNA processing, post-transcriptional regulation, Mouse

## Abstract

A substantial fraction of the metazoan transcriptome undergoes circadian oscillations in many cells and tissues. Based on the transcription feedback loops important for circadian timekeeping, it is commonly assumed that this mRNA cycling reflects widespread transcriptional regulation. To address this issue, we directly measured the circadian dynamics of mouse liver transcription using Nascent-Seq (genome-wide sequencing of nascent RNA). Although many genes are rhythmically transcribed, many rhythmic mRNAs manifest poor transcriptional rhythms, indicating a prominent contribution of post-transcriptional regulation to circadian mRNA expression. This analysis of rhythmic transcription also showed that the rhythmic DNA binding profile of the transcription factors CLOCK and BMAL1 does not determine the transcriptional phase of most target genes. This likely reflects gene-specific collaborations of CLK:BMAL1 with other transcription factors. These insights from Nascent-Seq indicate that it should have broad applicability to many other gene expression regulatory issues.

**DOI:** http://dx.doi.org/10.7554/eLife.00011.001

## eLife digest

Many biological processes oscillate with a period of roughly 24 hr, and the ability of organisms as diverse as bacteria and humans to maintain such circadian rhythms, even under conditions of continuous darkness, influences a range of phenomena, including sleep, migration and reproduction. One characteristic of circadian rhythms is that they can adjust to local time (with humans suffering from jet lag as they wait for this to happen).

Experiments have shown that the circadian system in mammals relies on feedback loops that operate at the level of individual cells. These loops are controlled by two particular proteins, which comprise the transcription factor complex called BMAL1:CLK. Transcription factors cause particular sequences of bases in the DNA of cells to be transcribed into messenger RNA, thus starting the process by which target genes are expressed as proteins. In the case of BMAL1:CLK, these proteins are then modified, which inhibits any further transcription of the target genes. A reversal of these modifications is then followed by the synthesis of new proteins, which allows a new cycle of the transcription process to begin.

The amounts of many messenger RNAs (mRNAs) in a cell also increases and decreases with a period of 24 hr, and it was generally assumed that this was due to the changes in the level of transcription. More recently, however, it was suggested that other processes, such as splicing and translation, might also contribute to rhythmic changes in the amount of mRNA associated with particular genes. Such post-transcriptional processes are known to have a role in other areas of cell biology, including aspects of the circadian system, but until very recently this had not been studied in detail for all genes.

Now Menet et al. have directly assayed rhythmic transcription by measuring the amount of nascent mRNA being produced at a given time, six times a day, across all the genes in mouse liver cells using a high-throughput sequencing approach called Nascent-Seq. They compared this with the amount of liver mRNA expressed at six time points of the day. Although the authors found that many genes exhibit rhythmic mRNA expression in the mouse liver, about 70% of them did not show comparable transcriptional rhythms. Post-transcriptional regulation must, therefore, have a major role in the circadian system of mice and, presumably, other mammals.

Menet et al. also found that the influence of CLK:BMAL1 differed from what was expected, which suggests that it collaborates with a number of other transcription factors to effect transcription of most target genes. In addition to showing that circadian systems of mammals are more complex than previously believed, the results also illustrate the potential of Nascent-Seq as a genome-wide assay technique for exploring a range of questions related to gene expression and gene regulation.

**DOI:** http://dx.doi.org/10.7554/eLife.00011.002

## Introduction

Most organisms from bacteria to humans possess circadian rhythms, which generate oscillations in biochemistry, physiology and behavior. The circadian system in eukaryotes is based on cell-autonomous molecular oscillators, which rely on transcriptional feedback loops. In mammals, the transcription factor BMAL1 acts as a dimer with either CLOCK (CLK) or Neuronal PAS domain protein 2 (NPAS2) to activate the transcription of many genes, including the transcriptional repressors *Period* (*Per1*, *Per2* and *Per3*) and *Cryptochrome* (*Cry1* and *Cry2*). The PERs and CRYs are expressed, post-translationally modified, feedback to inhibit their own transcription and are then rhythmically degraded to lead to a new round of BMAL1:CLK or BMAL1:NPAS2 -mediated transcription (reviewed in Ko and Takahashi, 2006; Dardente and Cermakian, 2007). This temporal regulation of clock gene transcription cycles with a period of about 24 hr and probably underlies much of circadian biology.

Over the past decade, clock gene transcriptional regulation has been described in many species and tissues, where it drives the rhythmic expression of a large fraction of the mRNA population (up to 10–15% of all mRNAs in a single mammalian tissue; Lowrey and Takahashi, 2004; Vollmers et al., 2009). Rhythmic mRNA expression has mostly been characterized by analyzing temporal changes of steady-state mRNA levels, using techniques such as microarrays (e.g., McDonald and Rosbash, 2001; Panda et al., 2002; Storch et al., 2002) and more recently high-throughput sequencing (Hughes et al., 2012). It is generally assumed that these rhythms in mRNA expression directly result from temporal changes in transcription. There are, however, a few reports indicating that post-transcriptional regulation contributes to rhythmic mRNA expression of several genes, including core clock genes (reviewed in Kojima et al., 2011; Staiger and Green, 2011; Staiger and Koster, 2011; Zhang et al., 2011), but this has never been studied in detail at the genome-wide level. Circadian post-transcriptional regulation may impact rhythmic mRNA expression at many different levels, such as mRNA splicing, stability and translation. For example, post-transcriptional events rhythmically regulate the mRNA half-life of the mammalian clock genes *Per2* and *Cry1* and the *Drosophila* clock gene *per* (So and Rosbash, 1997; Woo et al., 2009; Woo et al., 2010). Moreover, several RNA-binding proteins such as LARK, hnRNP I, hnRNP P, hnRNP Q or the circadian deadenylase NOCTURNIN have been shown to regulate circadian gene expression and/or circadian behavior (reviewed in Kojima et al., 2011). These different modes of post-transcriptional regulation are not restricted to circadian biology (Keene, 2007) and have been shown in other systems to regulate cellular mRNA levels independent of transcriptional regulation (Giege et al., 2000; Cheadle et al., 2005).

To address the genome-wide contribution of transcriptional and post-transcriptional regulation to mammalian mRNA rhythms, we used Nascent-Seq (high-throughput sequencing of nascent RNA; Carrillo Oesterreich et al., 2010; Khodor et al., 2011) to assay global rhythmic transcription in mouse liver. We performed a parallel analysis of rhythmic mRNA expression with RNA-Seq and compared the two sequencing datasets. Although many genes are rhythmically transcribed in the mouse liver (∼15% of all detected genes), only 42% of these rhythmically transcribed genes show mRNA oscillations. More importantly, about 70% of the genes that exhibit rhythmic mRNA expression do not show transcriptional rhythms, suggesting that post-transcriptional regulation plays a major role in defining the rhythmic mRNA landscape. To assess the contribution of the core molecular clock to genome-wide transcriptional rhythms, we also examined how rhythmic CLK:BMAL1 DNA binding directly affects the transcription of its target genes. Although maximal binding occurs at an apparently uniform phase, the peak transcriptional phases of CLK:BMAL1 target genes are heterogeneous, which indicates a disconnect between CLK:BMAL1 DNA binding and its transcriptional output. The data taken together reveal novel regulatory features of rhythmic gene expression and highlight Nascent-Seq as an important genome-wide assay for the study of gene expression.

## Results

### Genome-wide analysis of transcription in the mouse liver using Nascent-Seq

To address the regulation of genome-wide transcription, we analyzed mouse liver nascent RNA expression, that is, RNA being transcribed by RNA Polymerase II (Pol II) prior to 3′ end formation (from 12 independent samples in LD, 6 time points per day done twice; see analysis of rhythmic transcription in mouse liver section). To this end, nascent RNA was extracted from purified nuclei using the high salt/urea/detergent buffer originally described by Wuarin and Schibler (1994). A very similar sequencing strategy was recently applied by Smale, Black and colleagues to macrophage nascent RNA (Bhatt et al., 2012). We then prepared illumina libraries with standard protocols for high-throughput sequencing (Nascent-Seq; Carrillo Oesterreich et al., 2010; Khodor et al., 2011). Removal of rRNA was unnecessary as approximately 65–70% of the sequences uniquely mapped to the genome (Table 1).

Seventy six percent of these uniquely mapped sequences map to introns (Figure 1A). This contrasts dramatically with more conventional RNA-Seq; it has minimal intron reads as it assays polyadenylated (pA) RNA and therefore predominantly mature (spliced) mRNA (Figure 1A). Intronic Nascent-Seq reads are also more abundant in mouse compared to *Drosophila* (76% vs 45%), reflecting longer intron size and less efficient mouse co-transcriptional splicing (Khodor et al., 2012; Khodor et al., 2011). Many genes exhibit a 5′ to 3′ gradient in the Nascent-Seq dataset, presumably reflecting nascent RNAs of different lengths attached to elongating Pol II (Figure 1B). In addition, Nascent-Seq signals frequently extend past the polyadenylation site, reflecting RNA not yet cleaved by the cleavage/polyadenylation specificity factor (CPSF) and/or RNA molecules still associated with Pol II after cleavage but prior to degradation by the 5′ to 3′ exoribonuclease *Xrn2* (Figure 1C). These features are absent from standard RNA-Seq data, and indicate that Nascent-Seq predominantly detects nascent RNA molecules attached to elongating Pol II (Figure 1B,C).

**Figure 1.**
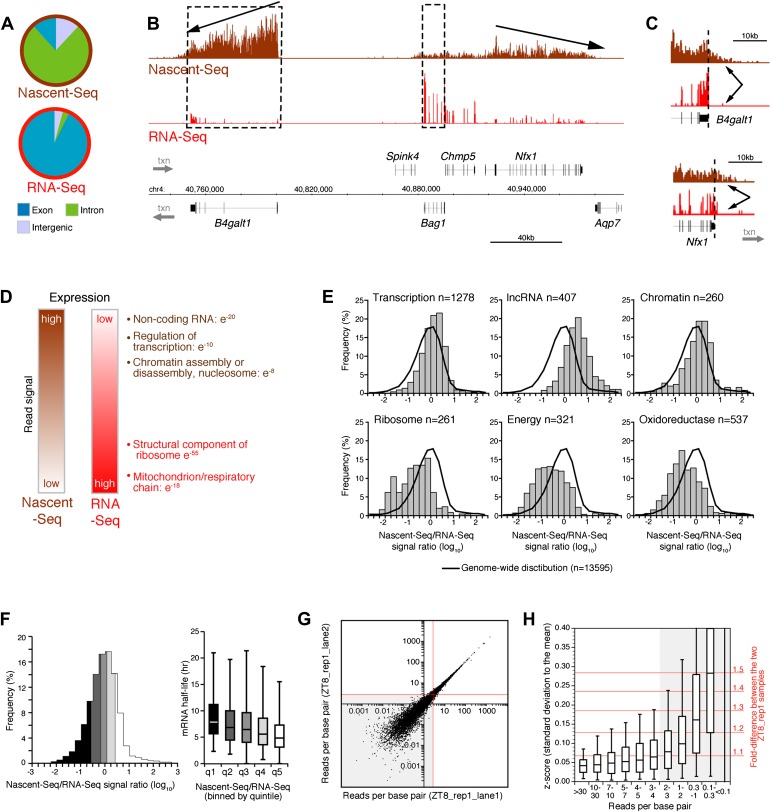
Genome-wide assay of transcription in the mouse liver using Nascent-Seq. (**A**): Distribution of high-throughput sequencing signal within introns (green), exons (blue) and intergenic regions (grey) for Nascent-Seq and RNA-Seq datasets. (**B**): Visualization of Nascent-Seq and RNA-Seq signal at chr4: 40,730,000–41,002,500. Genes above the scale bar are transcribed from left to right and those below the scale bar are transcribed from right to left. Nascent-Seq signal exhibits increased intron signal and a 5ʹ to 3ʹ gradient signal (arrow). Moreover, differences between Nascent-Seq signal and RNA-Seq signal are observed for many genes (e.g., *Bag1* and *B4galt1*). (**C**): Nascent-Seq signal (brown), but not RNA-Seq signal (red), extends past the annotated 3ʹend of the genes *B4galt1* and *Nfx1*. (**D**): Gene ontology of genes with high Nascent-Seq and low RNA-Seq signals (and inversely) is indicative of RNA with short or long half-lives, respectively (see ‘Materials and methods’ for details). (**E**): Distribution of the Nascent-Seq/RNA-Seq signal ratio for the classes of genes enriched in (**D**). (**F**): Nascent-Seq/RNA-Seq signal ratio significantly correlates with mRNA half-lives (values from Sharova et al., 2009), and genes with high ratio display shorter half-lives and inversely. (**G**) and (**H**): Strategy used to determine the gene signal cut-off threshold used in our analysis. Variation of gene signal coming from the sequencing of a Nascent-Seq library (G; ZT8, replicate 1) sequenced in two Illumina flow-cell lanes was assessed by calculating the z-score (**H**). Less than 5% of the genes with a read per base pair superior to three exhibit a 1.3-fold gene signal variation. See ‘Materials and methods’ for more details. **DOI:** http://dx.doi.org/10.7554/eLife.00011.003

Another feature was apparent in the comparison of Nascent-Seq and RNA-Seq: gene expression was often different between the two datasets. Some genes have a high ratio of Nascent-Seq to RNA-Seq signal (e.g., *B4galt1*, Figure 1B), whereas others have a low ratio (e.g., *Bag1*, Figure 1B). 

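The nascent RNA to mRNA ratio of a gene was taken as the mean of the paper's 12 Nascent-Seq values over the mean of the 12 deposited RNA-Seq values, both in reads per base pair (rpbp). It could be computed for the 1799 genes that have signal in both datasets in a shortened copy of the paper's Nascent-Seq table. The median log2 ratio was −1.62. The genes with the lowest 10% of the ratios lay below −4.41, and those with the highest 10% lay above 1.23. *B4galt1* (chromosome 4, 40751635 to 40801038, mm9) had mRNA levels between 41.9 ± 6.17 rpbp (SD, n = 2) at ZT14 and 62.6 ± 0.0283 rpbp at ZT2, and its mean over the 12 samples was 51.2 rpbp. *Bag1* (chromosome 4, 40883431 to 40895314) had mRNA levels between 131 ± 2.89 rpbp at ZT2 and 152 ± 11.3 rpbp at ZT10, with a mean of 144 rpbp. Their Nascent-Seq signal was not used here, so no ratio is given for these 2 genes.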

Genes with a high ratio (top 10% of all genes) are dramatically enriched for specific functions, namely, non-coding RNA (ncRNA), G-coupled protein receptors, regulation of transcription and chromatin organization (Figure 1D,E). Genes with a low ratio are enriched for genes involved in ribosome function and mitochondrial respiration (Figure 1D,E). 

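Among the 1799 genes, the 6 cytoplasmic ribosomal protein genes (*Rplp2*, *Rpl24*, *Rpl27*, *Rps27a*, *Rpl39* and *Rpl10*) had a median log2 ratio of nascent RNA to mRNA of −7.63, against −1.61 for the 1793 other genes. The difference of −6.01 had a permutation p of 1e-05, the smallest that 100000 permutations can give (two-sided; adjusted p = 1.57e-05 by Benjamini-Hochberg over 11 relations across genes). The 4 respiratory chain genes (*Ndufb3*, *Cox6c*, *Atp5c1* and *Ndufs6*) had a median of −6.28, a difference of −4.66 from the other genes (permutation p = 0.0009, adjusted p = 0.0011). All 10 lay among the lowest 10% of the ratios. The lowest ratio of the 10 was that of *Rpl39*, whose mRNA was at 474 ± 47.5 rpbp (SD, n = 12 samples) and whose nascent RNA was at 0.922 ± 0.491 rpbp in the paper's values. The highest was that of *Atp5c1*, at 285 ± 32.4 rpbp for mRNA and 8.37 ± 1.48 rpbp for nascent RNA. Ribosomal protein genes have many near-identical pseudogenes, and only sequences with a unique place in the genome were counted, so the mRNA levels of these genes are uncertain. No expression minimum was applied to these ratios, and most of the nascent RNA levels were low. The means were 0.922 to 2.97 rpbp in the ribosomal protein genes and 1.56 to 3.37 rpbp in the respiratory chain genes other than *Atp5c1*. These lie below the paper's minimum of 6 rpbp for nascent RNA, so the size of the ratios is uncertain. Genes are not independent replicates, and the groups of 6 and 4 genes are those the shortened table holds.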

Because these genes are associated with short or long mRNA half-lives, respectively, we compared the Nascent-Seq to RNA-Seq ratios of genes with their published mRNA half-lives (Sharova et al., 2009). Not surprisingly, genes with a high ratio have relatively short half-lives, and genes with low ratios have longer mRNA half-lives (Figure 1F). These data indicates that mRNA stability contributes to the wide range of Nascent-Seq to RNA-Seq ratios.

### Analysis of rhythmic transcription in mouse liver

To identify genes that are rhythmically transcribed, we performed two independent six time-points rhythms of mouse liver Nascent-Seq. We found that some genes exhibit very high amplitude rhythms, with no detectable signal at low time points (e.g., *Npas2*; Figure 2A). About 15% of expressed genes manifest transcriptional rhythms (p<0.05: 6.3%, strong rhythms; 8.9% medium-strength rhythms; see ‘Materials and methods’ for analysis details; Figure 2B). Phases of maximal transcription are heterogeneous yet not uniformly distributed; very few genes peak at ZT16-20 in the mid-late night (Figure 2C,D).

**Figure 2.**
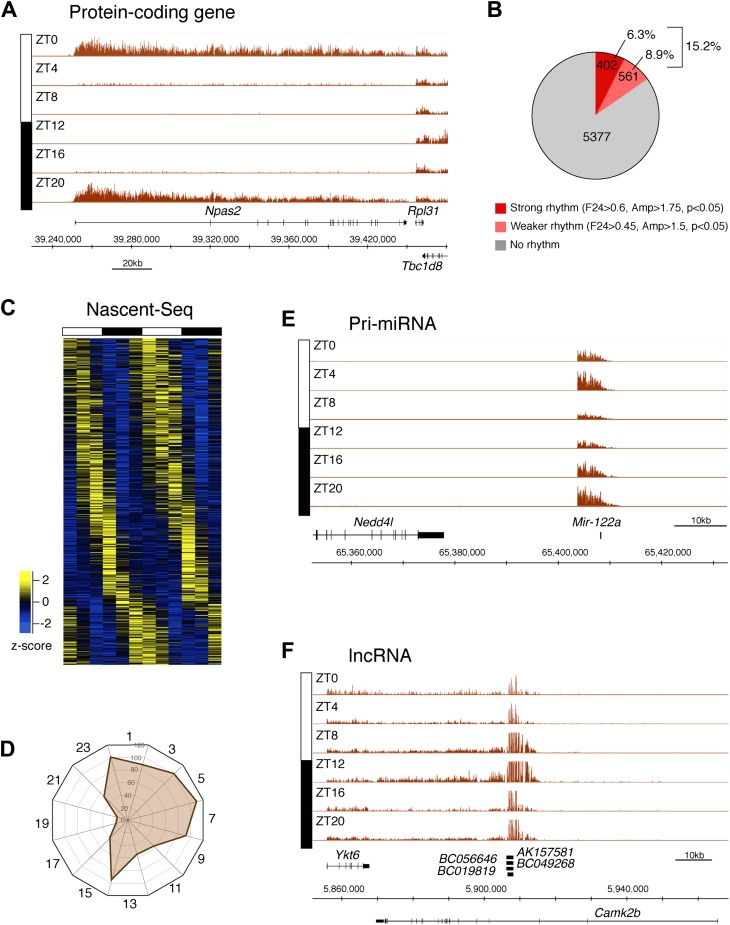
Genome-wide analysis of rhythmic transcription in the mouse liver. (**A**): Visualization of *Npas2* Nascent-Seq signal at six time points of the light:dark cycle (first replicate). *Npas2* Nascent-Seq signal is rhythmic and peaks at ZT20-ZT0, contrary to the signal within the adjacent gene *Rpl31*. (**B**): Quantification of the number of genes that are rhythmically transcribed in the mouse liver. Genes with more than three reads per base pair for at least one time point were included for the analysis. Genes are considered to be rhythmically transcribed if signal amplitude (Amp) is greater than 1.5, if signals for the 12 time points follow a sinusoid curve (F_24_ > 0.45) and if the F_24_ value is in the top 5% of all F_24_ values calculated after time points were permutated 10,000 times (p<0.05). A rhythm was considered to be strong (dark red) if F_24_ > 0.6 and Ampl > 1.75. (**C**): Heatmap representation of Nascent-Seq signal for the 963 genes that are rhythmically transcribed in the mouse liver. High expression is displayed in yellow (z-score > 1), low expression in blue (z-score < 1). (**D**): Expression phase of rhythmically expressed nascent RNA (n = 936) was separated by bins of 2 hr. Analysis of their distribution reveals that fewer genes are transcribed at ZT16-20. (**E**) and (**F**): Rhythmic Nascent-Seq signal was detected for many precursors of non-coding RNAs such as pri-miRNA (d, *pri-miR122a*) and long non-coding RNA(e, lin-ncRNAs *BC019819*, *AK157581*, *BC049268*, *BC056646*). **DOI:** http://dx.doi.org/10.7554/eLife.00011.004 10.7554/eLife.00011.005Figure 2—source data 1.Gene expression values for all UCSC genes from our mouse liver Nascent-Seq dataset**DOI:** http://dx.doi.org/10.7554/eLife.00011.005

**Figure 2—figure supplement 1.**
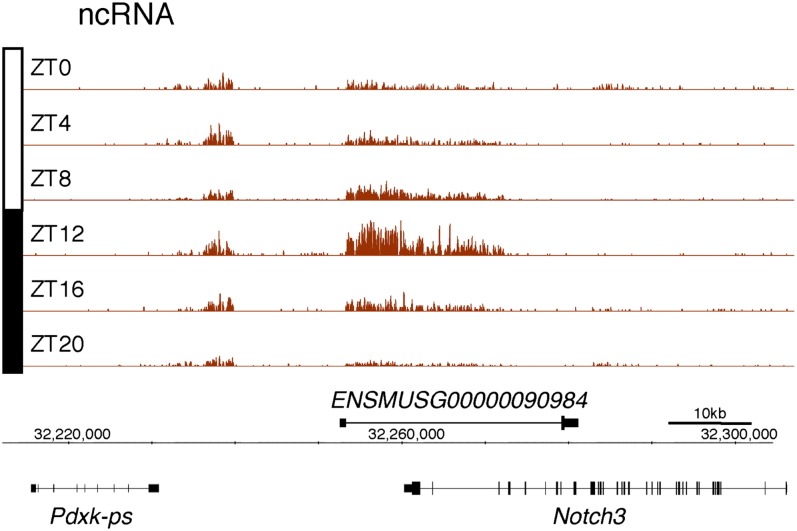
Rhythmic transcription of lncRNA ENSMUSG00000098984 in the mouse liver. Visualization of Nascent-Seq signal (brown; six time points of replicate 1) for the long non-coding RNA (lncRNA) precursor ENSMUSG00000098984. Genes above the scale bar are transcribed from left to right and those below the scale bar are transcribed from right to left. **DOI:** http://dx.doi.org/10.7554/eLife.00011.006

**Figure 2—figure supplement 2.**
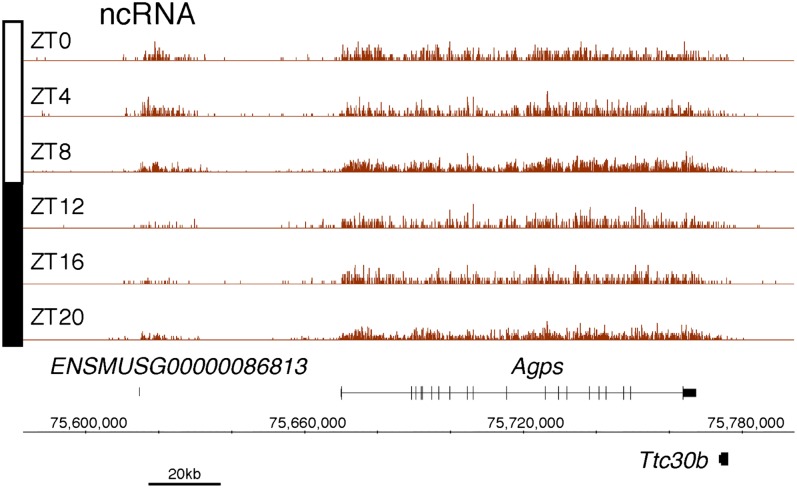
Rhythmic transcription of lncRNA ENSMUSG00000086813 in the mouse liver. Visualization of Nascent-Seq signal (brown; six time points of replicate 1) for the long non-coding RNA (lncRNA) precursor ENSMUSG00000086813. Genes above the scale bar are transcribed from left to right and those below the scale bar are transcribed from right to left. **DOI:** http://dx.doi.org/10.7554/eLife.00011.007

**Figure 2—figure supplement 3.**
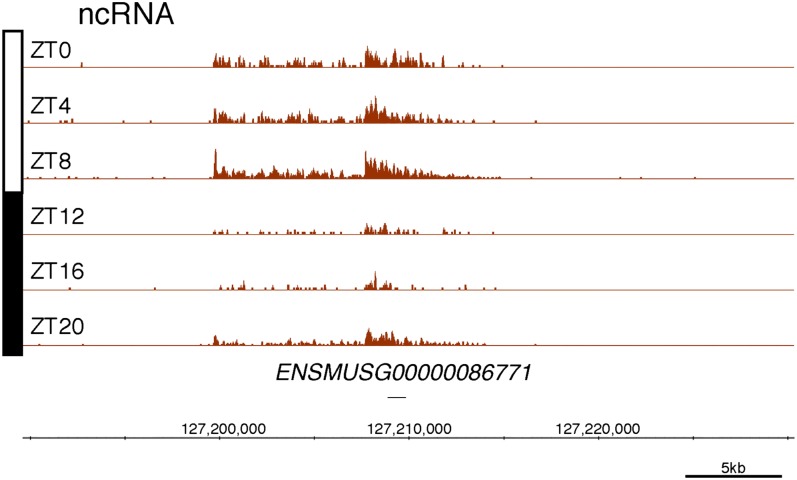
Rhythmic transcription of lncRNA ENSMUSG00000086771 in the mouse liver. Visualization of Nascent-Seq signal (brown; six time points of replicate 1) for the long non-coding RNA (lncRNA) precursor ENSMUSG00000086771. Genes above the scale bar are transcribed from left to right and those below the scale bar are transcribed from right to left. **DOI:** http://dx.doi.org/10.7554/eLife.00011.008

**Figure 2—figure supplement 4.**
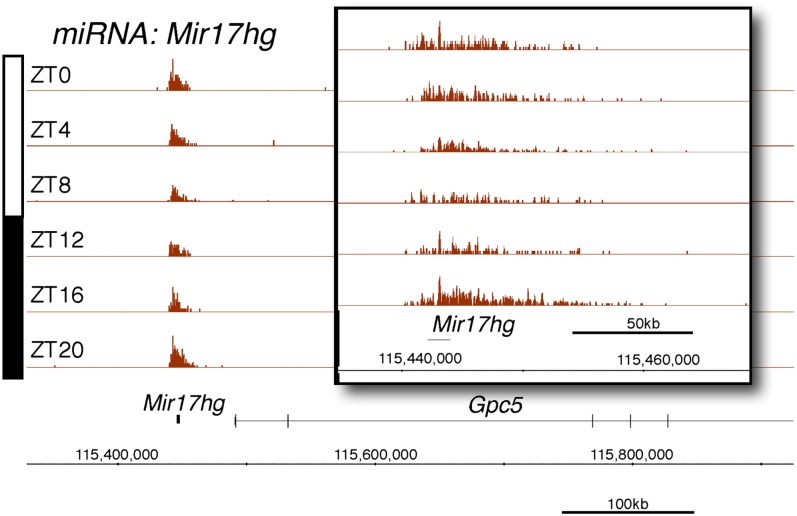
Rhythmic transcription of pri-miRNA pri-Mir17hg in the mouse liver. Visualization of Nascent-Seq signal (brown; six time points of replicate 1) for the pri-miRNA pri-Mir17hg. Enlargement of pri-miRNA signal reveals that pri-miRNA transcription units are not well annotated, precluding a rigorous quantification of the signal Genes above the scale bar are transcribed from left to right and those below the scale bar are transcribed from right to left. **DOI:** http://dx.doi.org/10.7554/eLife.00011.009

**Figure 2—figure supplement 5.**
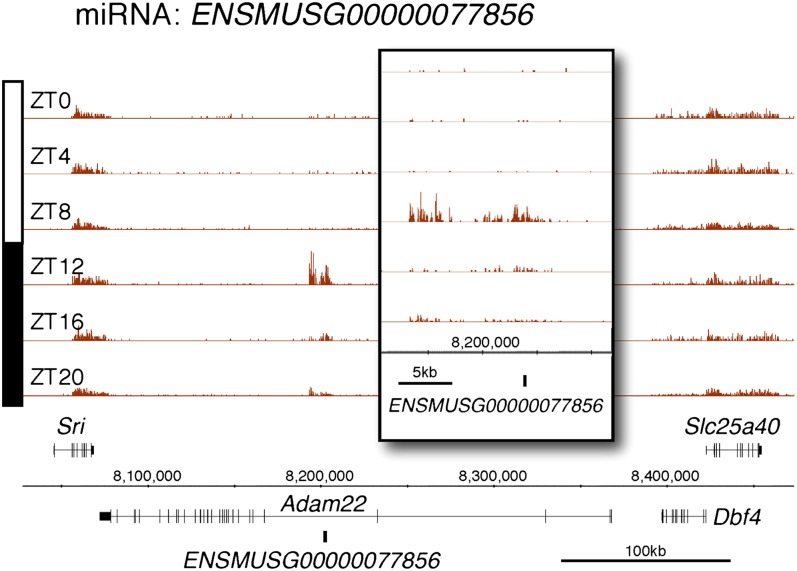
Rhythmic transcription of pri-miRNA ENSMUSG00000077856 in the mouse liver. Visualization of Nascent-Seq signal (brown; six time points of replicate 1) for the pri-miRNA ENSMUSG00000077856. Enlargement of pri-miRNA signal reveals that pri-miRNA transcription units are not well annotated, precluding a rigorous quantification of the signal. Genes above the scale bar are transcribed from left to right and those below the scale bar are transcribed from right to left. **DOI:** http://dx.doi.org/10.7554/eLife.00011.010

**Figure 2—figure supplement 6.**
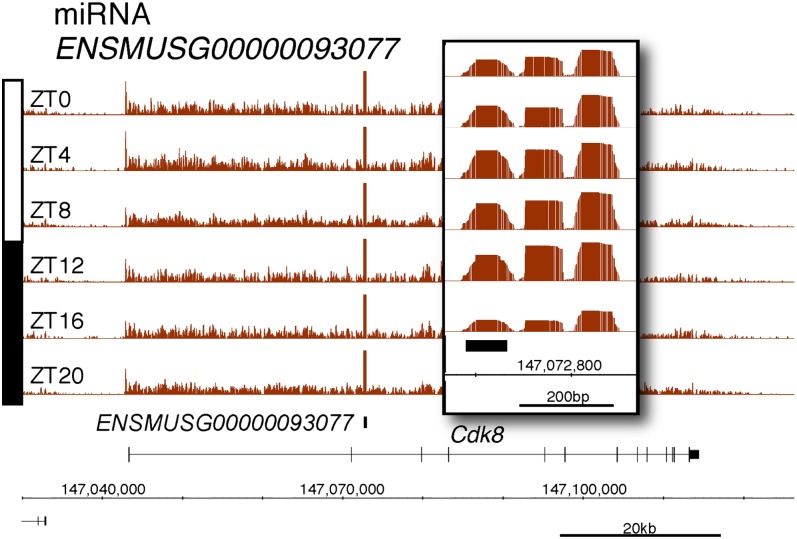
Rhythmic transcription of pri-miRNA ENSMUSG00000093077 in the mouse liver. Visualization of Nascent-Seq signal (brown; six time points of replicate 1) for the pri-miRNA ENSMUSG00000093077. Enlargement of pri-miRNA signal reveals that pri-miRNA transcription units are not well annotated, precluding a rigorous quantification of the signal. Genes above the scale bar are transcribed from left to right and those below the scale bar are transcribed from right to left. **DOI:** http://dx.doi.org/10.7554/eLife.00011.011

Protein-coding genes dominate the cycling Nascent-Seq dataset (>85%, data not shown), but it also contains genes encoding ncRNAs, for example, pri-miRNAs and long non-coding RNAs (lncRNA) (Figure 2E,F; Figure 2—figure supplement 1–6). As previously described (Gatfield et al., 2009), pri-miRNA 122a is robustly rhythmic (Figure 2E). However, rigorous quantitation of rhythmic ncRNA transcription is precluded by the poor annotation of these transcription units.

### Transcriptional rhythms overlap poorly with rhythms in mRNA expression

To address the relationship of cycling transcription to cycling mRNAs, we assayed two independent six time-points profiles of pA RNA by RNA-Seq. 

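The RNA-Seq data comprise 12 liver samples of wild-type mice kept in a light:dark cycle. They form 2 independent series of 6 time points taken every 4 hr (ZT2, ZT6, ZT10, ZT14, ZT18 and ZT22, where ZT0 is lights on), so that each time point has n = 2. With 2 samples against 2, no test of 1 time point against another was made. The authors mapped the sequences to the mouse genome (mm9) and kept those with a unique place. For each gene they summed the coverage over the exons of all isoforms, divided it by the exon length to obtain rpbp, and scaled it to the uniquely mapped sequences of the sample. The deposited signal is on a scale of 10000000 uniquely mapped sequences. It was multiplied by 4 to reach the scale of 40000000 that the paper's criteria refer to. On that scale, 99.5% of the mRNA values of the 1801 genes in the paper's supplementary table lay within 0.08 rpbp of the deposited ones.

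The number of uniquely mapped sequences in series 1 and series 2 was 8693555 and 9876359 at ZT2, 10214580 and 12270338 at ZT6, and 9916774 and 11507856 at ZT10. It was 7497386 and 8594609 at ZT14, 9600125 and 9512765 at ZT18, and 8233815 and 9592404 at ZT22. The uniquely mapped share of all sequences was lowest at ZT2, at 66.7% and 67.4%, and reached 77.5% in series 2 at ZT6. The values are coverage and not counts of reads, so no interval for counting error is given. Over the 10198 expressed genes, the correlation across genes of log2(rpbp + 1) between the 2 samples of a time point had a median of 0.979 and was at most 0.987, against a median of 0.961 between samples of different time points in different series. The SD of the 2 values of a time point was 10.8% of the gene's mean in the median gene.

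Rhythms were called here by the paper's criteria, from the deposited signal alone. A gene counted as expressed when at least 1 sample exceeded 8 rpbp. The 12 values were concatenated, and F24 is the share of their variance that a 24 hr cosine takes up. Its p comes from 10000 permutations of the 12 values, and the smallest p they can give is 0.0001. The amplitude is the highest of the 12 values over the lowest. A gene was called rhythmic with p below 0.05, F24 above 0.45 and an amplitude above 1.5, and strongly rhythmic with F24 above 0.6 and an amplitude above 1.75.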

The comparison with Nascent-Seq was restricted to genes that were sufficiently expressed in both datasets (n = 5454 genes; see ‘Materials and methods’ for details). 

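The deposited RNA-Seq signal covers 20069 genes, of which 10198 passed the expression minimum. The Nascent-Seq values of each comparison are the paper's. Its calls, phases and values were taken from the supplementary table of 1801 genes, which holds all 342 R-R genes. Comparisons that need genes outside it used a shortened copy of the paper's Nascent-Seq table, with 1998 genes. The paper describes the full table as covering every UCSC gene, and it is not known how the copy came to hold these 1998 genes. Of these, 1800 are in the RNA-Seq data, and 524 passed both the 8 rpbp minimum for mRNA and the paper's 6 rpbp minimum for nascent RNA.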

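In the deposited RNA-Seq signal, 1948 of the 10198 expressed genes (19.1%) had rhythmic mRNA, and 805 (7.89%) were strongly rhythmic. The permutation p was below 0.05 for 2714 genes, and F24 exceeded 0.45 for 3116. In the 1948 rhythmic genes the median F24 was 0.624 and the median amplitude was 2.02. These p-values are not corrected for the number of genes. With the Benjamini-Hochberg adjustment over all expressed genes, 573 genes had an adjusted permutation p below 0.05, and 491 of the 1948 rhythmic genes remained. With the F24 and p columns of the authors' deposited table in place of the values computed here, 1949 genes were rhythmic, of which 1929 were also rhythmic here.

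Among the 524 genes that passed both minimums, 116 (22.1%, 95% Wilson interval 18.8–25.9) had rhythmic mRNA. By the same criteria on the paper's Nascent-Seq values, 85 of them (16.2%, 13.3–19.6) had rhythmic nascent RNA. The 2 intervals overlap.

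The highest F24 was that of *Hsd3b7* (chromosome 7, 134929122 to 134947316, mm9), at 0.973. Its mRNA was at 766 ± 44.5 rpbp (SD, n = 2) at ZT2 and at 369 ± 29.9 rpbp at ZT14, a difference many times larger than the SD of either time point. *Fmo5* (chromosome 3, 97432727 to 97459205), with an F24 of 0.969, was at 1402 ± 7.01 rpbp at ZT14 and at 644 ± 6.19 rpbp at ZT2. Each had a permutation p of 0.0001, the smallest possible, and an adjusted p of 0.0146. *Thrsp* (chromosome 7, 104561448 to 104566240) rose from 168 ± 8.34 rpbp at ZT2 to 5188 ± 1487 rpbp at ZT10, an amplitude of 38.4 (permutation p = 0.0003, adjusted p = 0.0194).

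**Figure D1:**
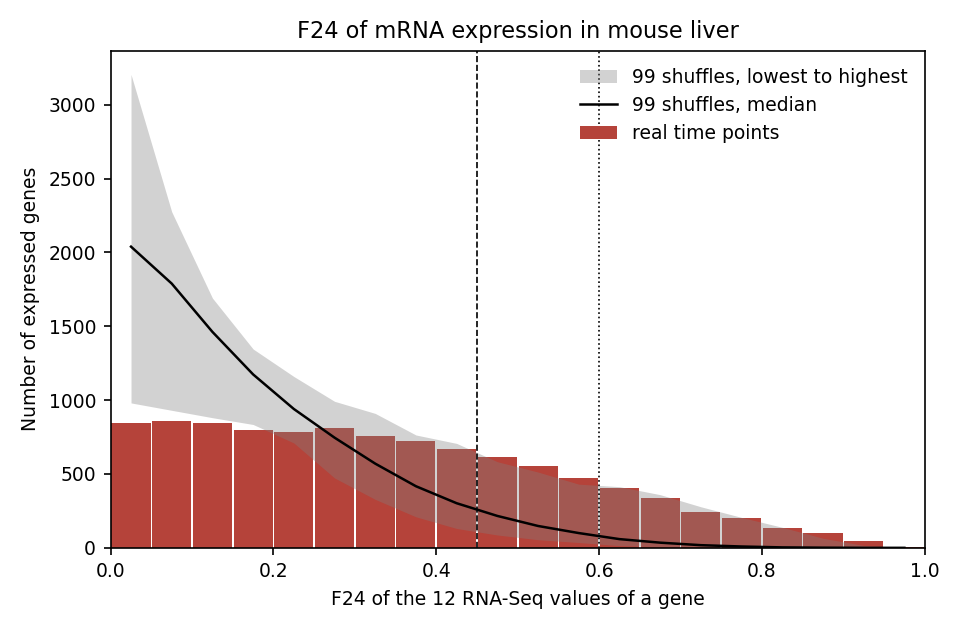
F24 of the 12 RNA-Seq values of each of the 10198 expressed genes (horizontal axis, no unit) against the number of genes (vertical axis). Red bars are the real time points, the line and the grey band are the median and the range over 99 shuffles of the 12 time labels, each made for all genes together, and the dashed and dotted lines mark F24 of 0.45 and 0.6; 3116 genes lie above 0.45 with the real time points, against a median of 606 and at most 2973 in the shuffles.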

Using the identical statistical analysis and cut-offs to determine rhythmicity, the fraction of rhythmic mRNA was higher than the fraction of rhythmic nascent RNA (22.1% and 15.1%, respectively; Figure 3A).

**Figure 3.**
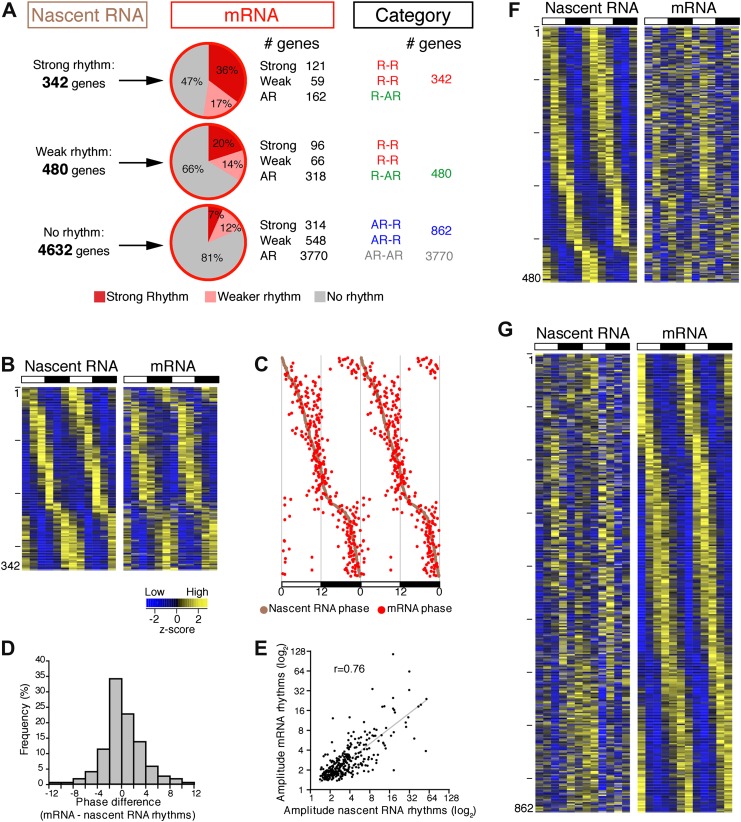
Post-transcriptional events account for a significant fraction of rhythmic gene expression in the mouse liver. (**A**): Rhythmic gene expression was assessed as in Figure 2B for genes sufficiently expressed in both Nascent-Seq and RNA-Seq datasets. Four categories of rhythmically expressed genes were determined by comparing the Nascent-Seq and RNA-Seq datasets: rhythmic nascent RNA and mRNA (R-R), rhythmic nascent RNA only (R-AR), rhythmic mRNA only (AR-R) and arrhythmic nascent RNA and mRNA (AR-AR). (**B**): Heatmap representation of genes with rhythmic nascent RNA and mRNA expression (n = 342). Classification is based on the phase of nascent RNA oscillations, and each lane corresponds to one gene. (**C**): Double-plotted phase distribution of rhythmic nascent RNA expression (brown) and rhythmic mRNA expression (red) for genes of the R-R gene set. Both phases are highly correlated (r = 0.92). (**D**): Distribution of the difference between the phase of mRNA expression rhythm and the phase of nascent RNA expression rhythm for the 342 R-R genes. (**E**): Amplitude of mRNA expression rhythms are correlated with nascent RNA expression rhythms (r = 0.76). (**F**) and (**G**): Similar representation to (**B**) for rhythmically transcribed genes with no mRNA expression rhythms (**C**, n = 480), and genes that exhibit mRNA oscillations but no rhythms of transcription (**D**, n = 862). For all three heatmaps, high expression is displayed in yellow (z-score > 1), low expression in blue (z-score < 1). **DOI:** http://dx.doi.org/10.7554/eLife.00011.012 10.7554/eLife.00011.013Figure 3—source data 1.Gene expression values from our Nascent-Seq and RNA-Seq dataset**DOI:** http://dx.doi.org/10.7554/eLife.00011.013 10.7554/eLife.00011.014Figure 3—source data 2.Gene expression values for all UCSC genes from our mouse liver RNA-Seq dataset**DOI:** http://dx.doi.org/10.7554/eLife.00011.014

There was also a notably poor overlap between the two rhythmic gene sets: only 41.6% of rhythmically transcribed genes also manifest rhythmic mRNA expression (R-R gene set; 342/822; Figure 3A–C). However, the mRNA phase of these R-R genes was highly correlated to the nascent RNA phase (r = 0.92; Figure 3C), and more than half (57%) of these genes exhibit a phase difference of less than 2 hr (195/342; Figure 3D). 

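Of the 822 genes the paper calls rhythmically transcribed, 340 (41.4%, 95% Wilson interval 38.0–44.8) had rhythmic mRNA when called from the deposited RNA-Seq signal. They are 340 of the 342 R-R genes. The median F24 of the R-R genes was 0.707 and their median amplitude was 2.47. The 822 and 342 genes are the paper's own calls on the same values, so these counts retrace its calls and are no separate measurement. With an adjusted permutation p below 0.05, 152 of the 822 genes had rhythmic mRNA.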

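The mRNA phase of the 342 R-R genes was computed from the deposited signal and set against the paper's nascent RNA phase. Before the correlation, the mRNA phase was moved by 24 hr where this brought it nearer to the nascent RNA phase. Pearson's r across genes was 0.912 (bootstrap 95% interval 0.892–0.929) and Spearman's rho was 0.891. The permutation p of each was 1e-05, the smallest that 100000 permutations can give (two-sided; adjusted p = 1.57e-05 over 11 relations). The move by 24 hr itself raises r: with the pairing of the genes permuted and the same move applied, the median r was 0.696 and the highest of 10000 was 0.766. With the phases taken as given, from 0 to 24 hr, r was 0.501. The circular correlation coefficient was −0.379 (permutation p = 1e-05), for phases that were spread over the whole day (resultant lengths 0.144 for nascent RNA and 0.104 for mRNA, where 1 is a single phase). That coefficient counts each phase from the mean phase of its dataset. With resultant lengths this small, the mean phases are poorly defined, so the sign of the coefficient does not tell whether the phases match. Genes are not independent replicates.

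The phase difference was under 2 hr for 195 of the 342 genes (57.0%, 95% Wilson interval 51.7–62.2), against 19.3% with the pairing permuted, and under 4 hr for 281 genes (82.2%). The median absolute difference was 1.63 hr. The mRNA phase was earlier than the nascent RNA phase in 180 genes and later in 162.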

The amplitudes of the nascent RNA rhythms were also correlated with those of mRNA (r = 0.76; Figure 3E), indicating that transcriptional regulation dominates these R-R rhythms. 

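The amplitude of an mRNA rhythm was computed from the deposited signal and that of the nascent RNA rhythm from the paper's values, and both were taken as log2. In the 337 R-R genes with no value of 0 in either dataset (5 genes were left out), Pearson's r across genes was 0.734 (bootstrap 95% interval 0.673–0.794) and Spearman's rho was 0.682. Each had a permutation p of 1e-05, the smallest possible (adjusted p = 1.57e-05). The median amplitude was 3.57 for nascent RNA and 2.43 for mRNA, and the nascent RNA amplitude was the larger one in 274 of the 337 genes. The highest of 12 values over the lowest grows with the noise of single samples. With the amplitudes taken from the 6 time-point means, r was 0.758 over 340 genes.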

Not surprisingly, almost all clock genes (Figure 4) and well-characterized clock-controlled genes (e.g., *Nocturnin*, *Por*, *Alas1*, *Upp2*, *Usp2*, *Inmt*, *Nfil3*, etc; Figure 3—source data 1) are in this R-R gene set.

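Of the 12 clock genes in Figure 4, 11 were strongly rhythmic in the deposited RNA-Seq signal, with F24 between 0.628 and 0.954, and all 11 had an adjusted permutation p below 0.05. *Arntl*, which encodes BMAL1 (chromosome 7, 120350979 to 120457636, mm9), was at 26.7 ± 1.33 rpbp (SD, n = 2) at ZT22 and at 1.60 ± 0.679 rpbp at ZT6. *Nr1d1*, which encodes REV-ERBα (chromosome 11, 98629246 to 98636647), was at 125 ± 23.6 rpbp at ZT6 and at 3.96 ± 0.170 rpbp at ZT18. *Dbp* (chromosome 7, 52960458 to 52965525) fell from 217 ± 34.3 rpbp at ZT6 to 1.94 ± 0.651 rpbp at ZT22. *Cry1* (chromosome 10, 84594447 to 84647799) was at 50.2 ± 1.16 rpbp at ZT18 and at 6.14 ± 0.141 rpbp at ZT6. *Npas2* (chromosome 1, 39250576 to 39420079) was at 8.30 ± 2.74 rpbp at ZT22 and is listed at 0 in both samples at ZT14. The exception was *Cry2* (chromosome 2, 92243803 to 92274200). Its F24 was 0.502 and its amplitude 2.47, with a permutation p of 0.0565 (adjusted p = 0.199). With F24 computed on log2(rpbp + 1), it was 0.554 with a permutation p of 0.0362, which would call *Cry2* rhythmic. *Cry2* mRNA was at 16.2 ± 1.90 rpbp at ZT2 and between 30.5 ± 0.651 and 35.9 ± 1.33 rpbp from ZT6 to ZT18.

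All 7 clock-controlled genes named were rhythmic, 6 of them strongly, with F24 between 0.570 and 0.927, and 5 had an adjusted p below 0.05. *Por* (chromosome 5, 136145903 to 136211196) was at 479 ± 63.2 rpbp at ZT10 and at 105 ± 1.41 rpbp at ZT2. *Inmt* (chromosome 6, 55120620 to 55125037) was at 2785 ± 126 rpbp at ZT10 and at 307 ± 20.7 rpbp at ZT2. The lowest F24 was that of *Alas1* (chromosome 9, 106135786 to 106150457; permutation p = 0.0053, adjusted p = 0.0652). Its 2 samples differed widely at ZT6 (297 ± 243 rpbp), while its peak at ZT10 was at 841 ± 36.5 rpbp. Adjusted over these 19 genes alone, 18 had a p below 0.05, and adjusted over all expressed genes 16 did.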

**Figure 4.**
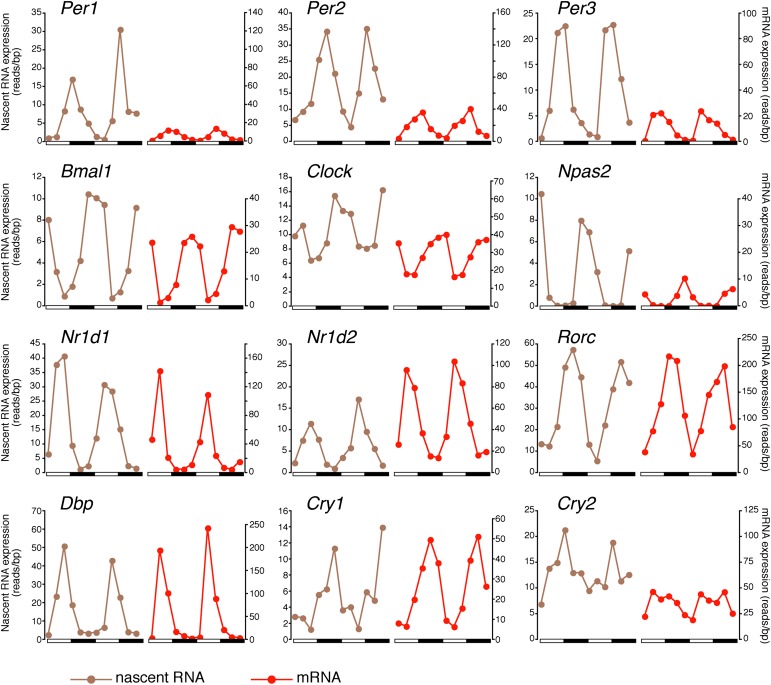
Clock genes nascent RNA and mRNA expression in the mouse liver. Clock genes nascent RNA levels (brown; time points every 4 hr starting at ZT0) and mRNA levels (red; time points every 4 hr starting at ZT2) from the Nascent-Seq and RNA-Seq datasets. Relative levels between nascent RNA and mRNA expression profiles are identical for all genes to allow direct comparison. **DOI:** http://dx.doi.org/10.7554/eLife.00011.015

The other 58.4% of rhythmically transcribed genes (480/822) do not show robust mRNA expression (R-AR gene set; Figure 3A,F). A simple explanation is that the mRNA half-lives of these R-AR genes are relatively long and therefore mask the transcriptional oscillations. However, these genes do not have altered nascent RNA to mRNA ratios compared to the whole genome (Figure 5A) or reported longer mRNA half-lives (assessed using the dataset from Sharova et al., 2009; Figure 5B). These considerations suggest that other mechanisms account for the poor mRNA oscillations of this gene set (e.g., the rhythmic Nascent-Seq signal of 25 R-AR genes results from rhythmic transcription of an adjacent gene that reads into the R-AR gene; Figure 5C).

**Figure 5.**
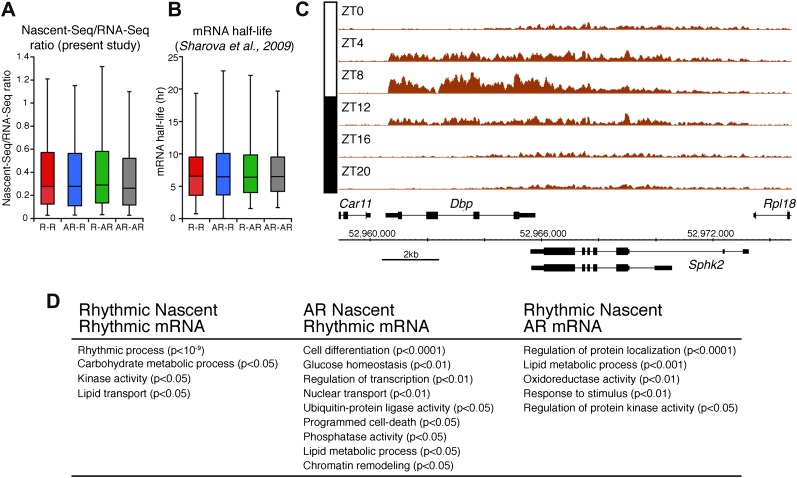
Analysis of the different classes of rhythmically expressed genes in the mouse liver. (**A**): Nascent-Seq/RNA-Seq signal ratio (used as inferred half-life) is similar for the four categories of rhythmically expressed genes: rhythmic nascent RNA and mRNA (R-R), rhythmic nascent RNA only (R-AR), rhythmic mRNA only (AR-R) and arrhythmic nascent RNA and mRNA (AR-AR). (**B**): Similar as (**A**), using the RNA half-life values from Sharova et al., 2009. (**C**): Nascent-Seq rhythms of 25 of the 480 R-AR genes can be attributed to the rhythmic transcription of an adjacent gene. This applies to *Sphk2* Nascent-Seq rhythm, which likely results from rhythmic *Dbp* nascent RNA signal that extend the 3ʹend of *Dbp* gene and read through *Sphk2*. Genes above the scale bar are transcribed from left to right and those below the scale bar are transcribed from right to left. (**D**): Gene ontology of three categories of rhythmically expressed genes: rhythmic nascent RNA and mRNA (R-R), rhythmic nascent RNA only (R-AR), rhythmic mRNA only (AR-R). **DOI:** http://dx.doi.org/10.7554/eLife.00011.016

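*Dbp* (chromosome 7, 52960458 to 52965525, mm9) is transcribed on the plus strand, and *Sphk2* (52964837 to 52973372) on the minus strand. In the annotation their 3ʹ ends overlap, and the counting did not use strand, so signal from the shared part is assigned with uncertainty. In the RNA-Seq data, *Sphk2* mRNA was arrhythmic, with an F24 of 0.434 and a permutation p of 0.0646 (adjusted p = 0.214). On log2(rpbp + 1), F24 was 0.490 with a permutation p of 0.0475, which would call it rhythmic. It was highest at ZT18, at 48.7 ± 8.63 rpbp (SD, n = 2), and lowest at ZT14, at 25.0 ± 1.33 rpbp. At ZT6, where *Dbp* mRNA was highest, *Sphk2* mRNA was at 31.0 ± 1.61 rpbp. The paper's nascent RNA phase of *Sphk2* is 7.19 hr.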

The opposite comparison is based on genes with rhythmic mRNA expression, of which only 28.4% (342/1204) have rhythmic transcription that meets the cycling criteria (Figure 3A,G). This surprising conclusion was similar when the analysis was restricted to genes with the strongest mRNA rhythms (121/435) and indicates that most cycling mRNAs (862/1204) likely undergo post-transcriptional regulation. This might include the circadian regulation of nuclear RNA processing, export, translational regulation and/or mRNA turnover, as described for the few circadian genes shown to be regulated post-transcriptionally (Kojima et al., 2011; Staiger and Koster, 2011; Zhang et al., 2011). 

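Within the paper's table, 1187 genes had rhythmic mRNA when called from the deposited signal, and the paper calls 340 of them (28.6%, 95% Wilson interval 26.1–31.3) rhythmically transcribed. Of the 1204 genes with rhythmic mRNA in the paper's table, 17 were not called here, and no gene of the table was called here only. Among the 358 genes with an adjusted permutation p below 0.05, the share with rhythmic transcription was 42.5% (37.4–47.6).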

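With strong mRNA rhythms, 531 genes remained within the paper's table. The paper calls the nascent RNA of 218 of them rhythmic (41.1%, 95% Wilson interval 36.9–45.3). When the 97 genes with a weak rhythm of nascent RNA were left out, 121 of 434 (27.9%, 23.9–32.3) had a strong rhythm of nascent RNA. From the share of rhythmic mRNAs with rhythmic transcription, the paper proposes that most cycling mRNAs undergo post-transcriptional regulation.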

Gene ontology analysis of this arrhythmic transcription-rhythmic mRNA (AR-R) gene set did not reveal any striking enrichment of particular gene functions (Figure 5D).

### Transcriptional variability contributes to rhythmic mRNA expression

There is a peculiar feature of the large number of genes within this AR-R category: visualization of RNA expression with heatmap indicates that many of these transcriptionally ‘arrhythmic’ genes manifest elevated transcription at times that match their cycling mRNA peaks (Figure 3G; note that the heatmaps show that the transcription peak of many genes matches the peak phase of mRNA cycling). Further inspection of all individual expression profiles confirmed this correlation: many genes have matching peak phases despite large variations in nascent RNA expression (Figure 6A).

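The 4 genes of Figure 6A had rhythmic mRNA in the deposited signal. *Phb2* (chromosome 6, 124662340 to 124666968, mm9) peaked at 9.85 hr, against 9.56 hr for the paper's nascent RNA phase. It was at 275 ± 13.3 rpbp (SD, n = 2) at ZT10 and at 194 ± 19.1 rpbp at ZT2 (permutation p = 0.0038, adjusted p = 0.0565). *Klf15* (chromosome 6, 90412570 to 90425232) peaked at 10.8 hr, against 11.8 hr for nascent RNA, and was at 184 ± 7.16 rpbp at ZT10 and at 117 ± 7.58 rpbp at ZT2 (permutation p = 0.0085, adjusted p = 0.0802). *Wdr91* (chromosome 6, 34830426 to 34860876) peaked at 20.3 hr, against 17.8 hr. It was at 28.2 ± 0.226 rpbp at ZT22 and at 13.9 ± 2.12 rpbp at ZT6 (permutation p = 0.002, adjusted p = 0.0413). *Etnk2* (chromosome 1, 135260149 to 135276913) peaked at 11.0 hr, against 10.1 hr. Its levels at ZT10 (254 ± 73.3 rpbp) and ZT14 (257 ± 43.0 rpbp) differed by less than the SD, and both lay above ZT2 (148 ± 3.34 rpbp). The SD over the mean of the 12 values was larger in the paper's nascent RNA than in mRNA for each gene, at 0.265 and 0.143 in *Phb2*, 0.376 and 0.176 in *Klf15*, 0.317 and 0.279 in *Wdr91*, and 0.571 and 0.285 in *Etnk2*.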

**Figure 6.**
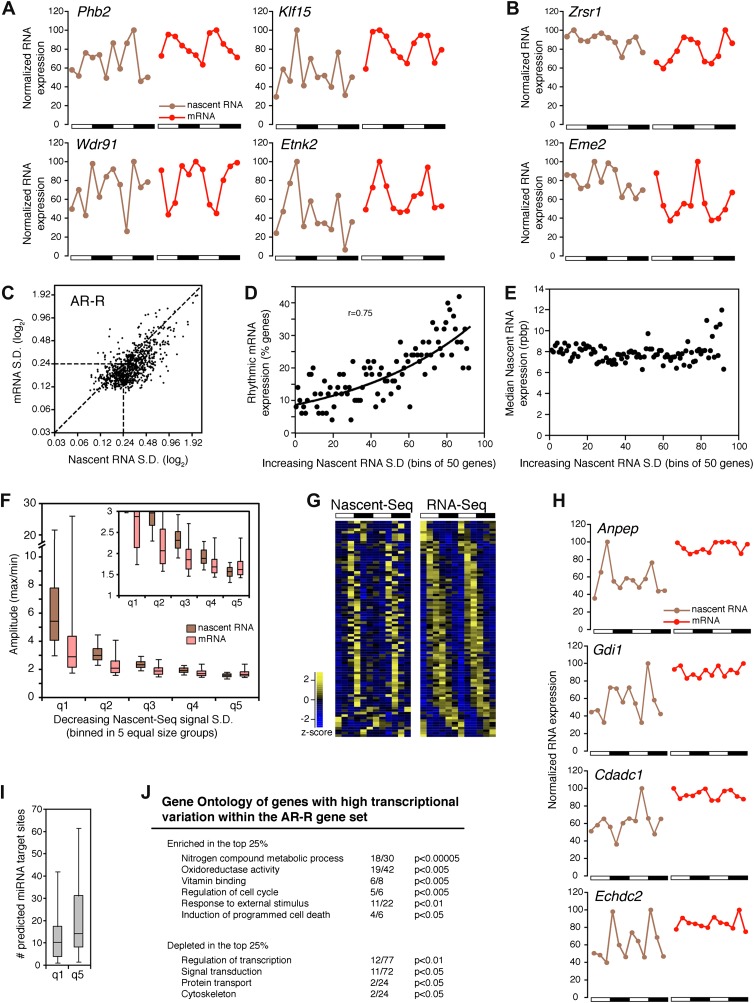
Transcriptional variability of AR-R genes contributes to rhythmic mRNA expression. (**A**) and (**B**): Nascent RNA levels (brown; time points every 4 hr starting at ZT0) and mRNA levels (red; time points every 4 hr starting at ZT2) from the Nascent-Seq and RNA-Seq datasets for six genes of the AR-R gene set. While the majority of the AR-R genes exhibit variable nascent RNA expression (**A**), some of them exhibit a relatively constant transcription when compared to mRNA expression (**B**). (**C**): Standard deviation (SD; calculated using the 12 time points and normalized to the mean) of nascent RNA expression is higher than the SD normalized to the mean of mRNA levels for most AR-R genes. (**D**) and (**E**): Higher transcriptional variability (SD) of arrhythmically transcribed genes is associated with higher occurrence of rhythmic mRNA expression (**D**), but not to nascent RNA expression levels (**E**). (**F**): Higher variability of transcription for the genes of the AR-R group is associated with increase amplitude of rhythms at both Nascent RNA (brown) and mRNA (red) level. Genes of the AR-R group (n = 862) were binned into five quintiles of equal size (q1–q5). (**G**): Heatmap representation of 86 AR-R genes that exhibit high level of transcription at only one time point, and with rhythmic mRNA expression. High expression is displayed in yellow (z-score > 1), low expression in blue (z-score < 1). (**H**): Nascent RNA levels (brown) and mRNA levels (red) for four AR-AR genes with variable nascent RNA expression that is not associated to rhythmic mRNA expression. (**I**): Number of predicted miRNA target sites of AR-R genes with high transcriptional variability (q1, top 20% of the 826 AR-R genes) and low transcriptional variability (q5, bottom 20%). (**J**): Gene ontology of AR-R genes with high transcriptional variability (top 25%) when compared to all AR-R genes. Significant enrichment (top) and depletion (bottom) of biological functions for these genes are displayed. Values correspond to the number of genes within this top 25% of genes, when compared to all AR-R genes. **DOI:** http://dx.doi.org/10.7554/eLife.00011.017 10.7554/eLife.00011.018Figure 6—source data 1.Peak coordinates for CLK:BMAL1, BMAL1 only and CLK only DNA binding sites**DOI:** http://dx.doi.org/10.7554/eLife.00011.018

To substantiate this variability in nascent RNA expression, we calculated the standard deviation normalized to the mean (SD) for every gene using the two 6 time-points profiles as 12 independent samples. The reasoning was that low variability expression between time points should result in a low SD. The SD was noticeably higher in the Nascent-Seq dataset than in the RNA-Seq dataset, indicating that the transcription of most AR-R genes is indeed variable compared to the mRNA-Seq dataset (Figure 6C; note that most points are to the right of the diagonal line). Higher variability of nascent RNA expression is also observed for other categories, including the AR-AR set (data not shown), suggesting that it is a common feature of transcription vs mRNA comparisons independent of circadian considerations.

Yet a higher variability of transcription (higher SD) correlates with rhythmic mRNA expression within all arrhythmically transcribed genes (n = 4632), suggesting that transcriptional variability generally contributes to the generation of rhythmic mRNA expression (Figure 6D). This relationship is independent of nascent RNA expression levels, indicating that the correlation is not due to sequencing depth (Figure 6E). More variable transcription is also associated with higher amplitudes of rhythmic mRNA expression (Figure 6F). This correlation is valid for most AR-R genes (∼80%, Figure 6F), suggesting that this transcriptional variability or noise has a significant role in the emergence of rhythmic mRNA expression from arrhythmic transcription.

A comparison between the two replicates of rhythmic mRNAs indicates a better overlap than between one replicate and one replicate of rhythmic nascent RNAs. In contrast, the overlap between the two replicates of rhythmic nascent RNAs was no better than a single replicate rhythmic nascent RNA-rhythmic mRNA comparison (data not shown). 

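Each RNA-Seq series of 6 samples was also taken alone, with F24 above 0.45, an amplitude above 1.5 and a p below 0.05 from all 720 orders of its 6 values. The smallest p that these orders can give is 0.0167. Series 1 gave 286 rhythmic mRNAs and series 2 gave 369. Both series gave 45, against 10.3 expected by chance, an odds ratio of 5.53 (Fisher's exact test across 10198 genes, which are not independent, two-sided p = 3.01e-17, adjusted p = 3.31e-16 over 11 relations). In 44 of the 45 genes the phases of the 2 series were less than 4 hr apart. Without the p criterion, series 1 gave 2349 genes and series 2 gave 3248, of which 1380 were shared (odds ratio 4.56).

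The comparison with nascent RNA was made on the 524 genes that passed both minimums, with the F24 and amplitude criteria alone. The 2 RNA-Seq series gave 132 and 182 rhythmic mRNAs and shared 82 of them, which is 35.3% of the genes found in either (odds ratio 4.79). Series 1 of the Nascent-Seq data and a series of the RNA-Seq data shared 26.5% (RNA-Seq series 1) and 33.1% (RNA-Seq series 2). Series 2 of the Nascent-Seq data shared 26.8% and 28.4% with them.

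**Figure D2:**
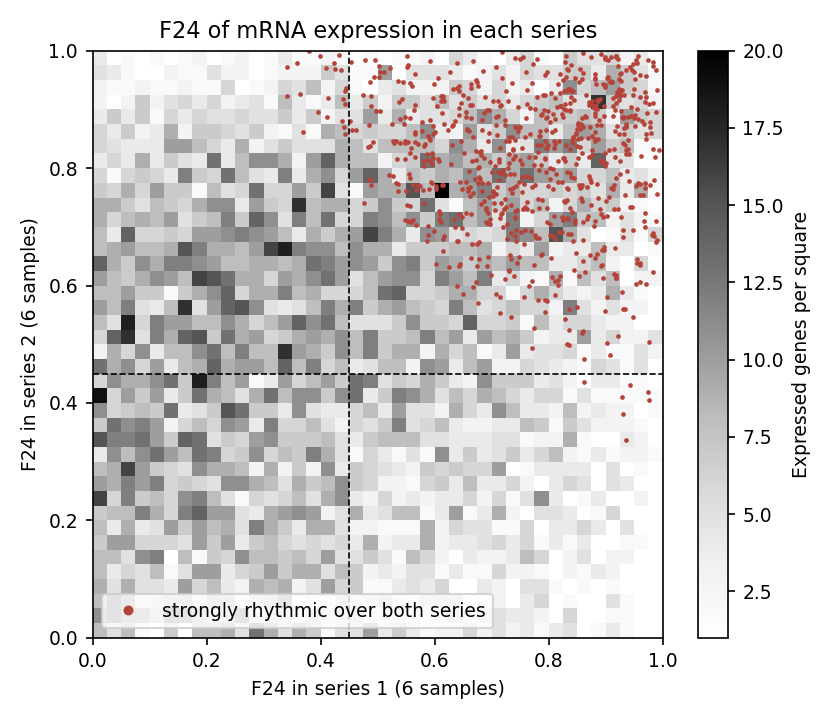
F24 of the 10198 expressed genes in RNA-Seq series 1 (horizontal axis) and series 2 (vertical axis), each from 6 samples. Grey squares give the number of genes, red points are the 805 genes that are strongly rhythmic over both series, and dashed lines mark F24 of 0.45.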

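In the 524 genes, the paper's 2 Nascent-Seq series gave 216 and 171 rhythmic genes by F24 and amplitude and shared 95, which is 32.5% of the genes found in either (odds ratio 2.40). The odds ratios of a Nascent-Seq series against an RNA-Seq series were between 2.01 and 2.51. With the p criterion added, the 2 Nascent-Seq series gave 20 and 11 genes and shared 3 (Fisher's exact test, p = 0.0065, adjusted p = 0.0388 over 6 comparisons). The 2 RNA-Seq series then gave 18 and 24 genes and shared 2 (p = 0.197, adjusted p = 0.236 by the same exact test), so that the comparison of the 2 overlaps rests on few genes.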

Although the two comparisons cannot be definitive because of the limited six time point temporal resolution and resultant noise, they also support more pronounced variation at the transcriptional level than at the mRNA level.

Manual inspection of AR-R genes with high variability revealed a set of genes with high transcription at only one time point (10% of the AR-R gene set; 86/862). This was observed in both replicates and also correlates with rhythmic mRNA expression (Figure 6G). mRNA stability (half-life) regulation may contribute to the generation of rhythmic mRNA expression from what is likely a short burst of transcription. This ability of post-transcriptional regulation to generate rhythmic mRNA oscillations is selective, as not all arrhythmically transcribed genes with variable transcription exhibit rhythmic mRNA expression (Figure 6H). Moreover, not all genes exhibit variable transcriptional profiles (Figure 6B, see below).

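The mRNA of 3 genes of Figure 6H was arrhythmic in the deposited RNA-Seq signal. The F24 was 0.244 for *Anpep* (chromosome 7, 86966689 to 86993096, mm9), 0.106 for *Cdadc1* (chromosome 14, 60179733 to 60216673) and 0.0209 for *Echdc2* (chromosome 4, 107838042 to 107851913). The permutation p was between 0.274 (*Anpep*) and 0.919 (*Echdc2*). *Anpep* mRNA was between 89.8 ± 3.39 rpbp (SD, n = 2) at ZT18 and 100.1 ± 0.283 rpbp at ZT2. *Echdc2* mRNA was between 167 ± 7.04 rpbp at ZT22 and 196 ± 27.7 rpbp at ZT18, a difference similar to the SD between the 2 samples. The SD over the mean of the 12 mRNA values was 0.0604 for *Anpep*, 0.0553 for *Cdadc1* and 0.0811 for *Echdc2*. It was 0.248 for the nascent RNA of *Cdadc1* in the paper's values, and the nascent RNA values of the other 2 genes were not used here.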

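For both genes of Figure 6B, the SD over the mean was smaller in the paper's nascent RNA values than in the deposited mRNA values. It was 0.0921 and 0.170 for *Zrsr1* (chromosome 11, 22873215 to 22876498, mm9), whose mRNA was at 29.4 ± 1.64 rpbp (SD, n = 2) at ZT18 and at 19.2 ± 1.58 rpbp at ZT6 (F24 of 0.805, permutation p = 0.0022, adjusted p = 0.0431). It was 0.164 and 0.344 for *Eme2* (chromosome 17, 25025431 to 25032032), whose mRNA was at 21.5 ± 1.95 rpbp at ZT2 and at 8.60 ± 0.0566 rpbp at ZT10 (F24 of 0.703, permutation p = 0.0002, adjusted p = 0.0167).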

About 20% of the AR-R genes are exceptions and exhibit higher variability at the mRNA than at the nascent level (Figure 6B,F). Because there is evidence that miRNAs can regulate mRNA levels independently of transcription, we examined whether those genes could be preferentially linked to miRNA regulation. Indeed, a higher number of predicted miRNA target sites was found for these genes compared to genes with higher transcriptional variability (using MirTarget2; p<0.01), suggesting that miRNAs contribute to mRNA cycling of genes with low transcriptional variability (Figure 6I).

The separation of these AR-R genes between genes with high or low transcriptional variability is therefore likely to be linked to different modes of gene expression regulation. Interestingly, this separation also reflects distinct biological functions, as AR-R genes with highly variable transcription were enriched for responsive genes (GO: response to stimulus) and metabolic genes (Figure 6J), indicating that their intrinsic transcriptional responsiveness is linked to their variable transcriptional profiles.

### Regulation of transcription by CLK:BMAL1

Genes within the R-R gene set include clock genes and many well-characterized clock controlled genes (see above). Because a large fraction of them are directly targeted by the core clock, we asked how CLK:BMAL1 regulates the transcription of its target genes at the genome-wide level. We also took advantage of our Nascent-Seq dataset to establish whether the phase differences between rhythmic CLK:BMAL1 DNA binding and rhythmic target gene mRNA expression (Rey et al., 2011) reflect transcriptional or post-transcriptional regulation.

To this end, we first performed a ChIP-Seq analysis of CLK and BMAL1 at a time of high DNA binding (ZT8). As expected, CLK and BMAL1 target many DNA binding sites in mouse liver (759 and 1579, respectively) and significantly overlap on 211 of these peaks (Figure 7A). Although highly significant (chi-square test, p<0.0001), the rather low fraction may indicate competition between CLK:BMAL1 and NPAS2:BMAL1 for binding sites. Importantly, about 90% of these 211 peaks have been previously characterized as rhythmic BMAL1 DNA binding sites in mouse liver (Rey et al., 2011).

**Figure 7.**
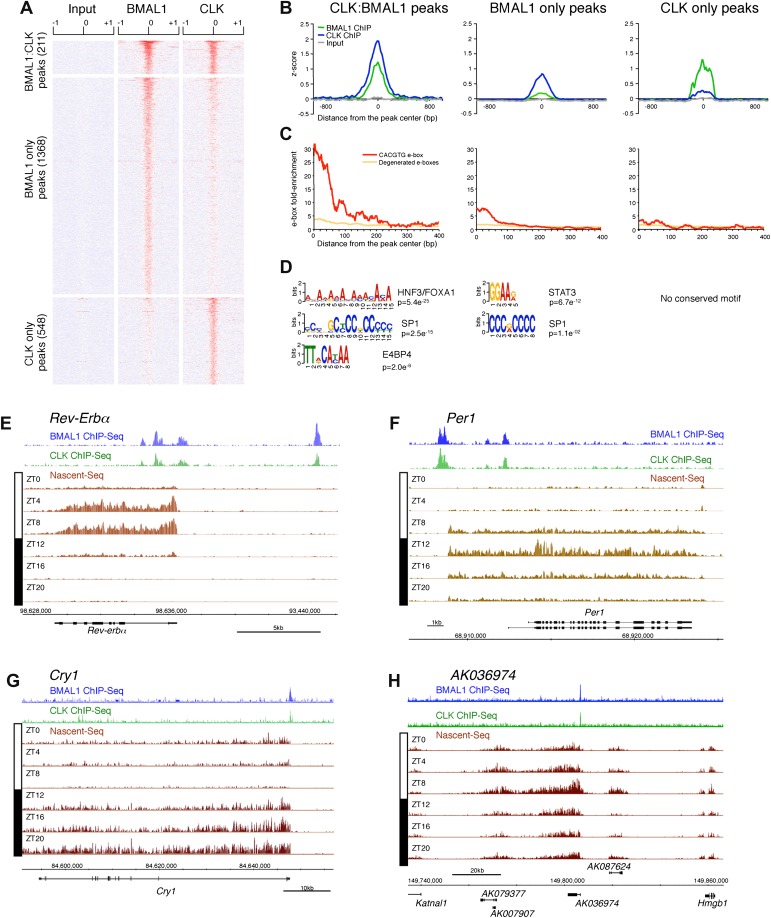
Characterization of CLK and BMAL1 target genes in the mouse liver. (**A**) and (**B**): Visualization (**A**) and quantification (**B**) of BMAL1 ChIP-Seq, CLK ChIP-Seq and input signal at BMAL1 and CLK significant peaks (analysis using MACS algorithm). BMAL1 ChIP-Seq, CLK ChIP-Seq and Input signals were retrieved based on the location of the BMAL1 peaks (center ± 1kb, for CLK:BMAL1 peaks and BMAL1 only peaks) or the CLK peaks (center ± 1kb, for CLK only peaks). Normalization was performed on the entire datasets by calculating the z-score ((x − mean)/SD). Heatmap displays high expression in red and low expression in blue. Quantification (**B**) was performed by averaging the z-score by bins of 25 bp for all CLK:BMAL1 peaks (n = 211), BMAL1 only peaks (n = 1368) and CLK only peaks (n = 548). (**C**): Enrichment of e-boxes (perfect CACGTG in red, degenerated e-boxes [one nucleotide mismatch, in orange]) within ±500 bp of CLK:BMAL1, BMAL1 only and CLK only peak centers. (**D**): Motifs enriched within CLK:BMAL1 peaks, BMAL1 only peaks and CLK only peaks, as revealed by MEME analysis. (**E**)–(**H**): Visualization of BMAL1 ChIP-Seq (blue), CLK ChIP-Seq (green) and Nascent-Seq (brown; six time points of replicate 1) signals for *Rev-Erbα* (**E**), *Per1* (**F**), *Cry1* (**G**) and a cluster of 4 lncRNA (*AK079377*, *AK007907*, *AK036974*, *AK087624*) (**H**) targeted by CLK:BMAL1. Genes above the scale bar are transcribed from left to right and those below the scale bar are transcribed from right to left. **DOI:** http://dx.doi.org/10.7554/eLife.00011.019

CLK and BMAL1 sites overlap at their peak center, consistent with binding to DNA as a heterodimer, and they are enriched for the canonical consensus sequence CACGTG (Figure 7B,C) The data therefore indicate that almost all of the 184 direct target genes identified by the 211 CLK:BMAL1 DNA binding sites (Figure 6—source data 1) are bona fide direct target genes. They include the expected core clock genes (Figure 7E–G) as well as other interesting targets. There are for example 12 ncRNA genes, which include a cluster of four rhythmically transcribed ncRNAs (Figure 7H). These cycling ncRNAs suggest novel mechanisms by which CLK:BMAL1 impact circadian rhythms.

Although CLK:BMAL1 target genes are significantly enriched for rhythmically transcribed genes (chi-square test, p<0.0001; Figure 8A,C), there is a large discrepancy between the phases of rhythmic BMAL1 DNA binding and those of rhythmic transcription. This is because BMAL1 binding is essentially uniform at ZT3-5, whereas the transcription peaks are much more broadly distributed (Figure 8A,B). Remarkably, this is also true for the core clock genes. Whereas a small number have the expected phase similar to that of CLK:BMAL1 DNA binding (*Rev-Erbα*, *Dbp*; Figure 7E), the transcription of most target genes is significantly delayed. They include *Per1* (Figure 7F), *Cry1* (Figure 7G) and *Per2* (8E). As recently proposed for *Cry1* (Ukai-Tadenuma et al., 2011), this general delay in the peak of rhythmic transcription may be due to a collaboration of CLK:BMAL1 with other transcription factors (*Rev-erbα* and *Dbp* in the case of *Cry 1*).

**Figure 8.**
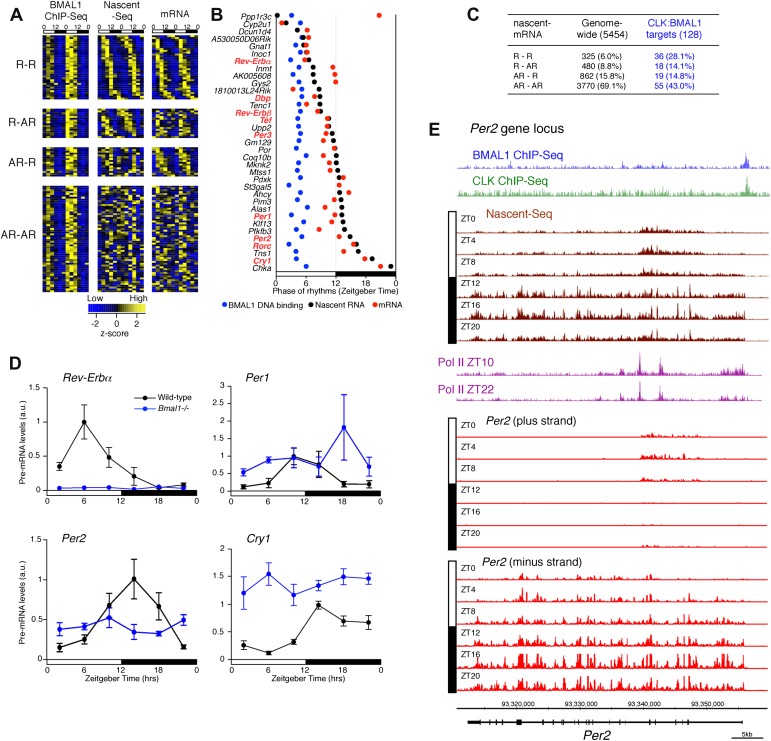
Disconnect between rhythmic BMAL1 DNA binding and its transcriptional output. (**A**): Heatmaps representing BMAL1 ChIP-Seq signal (from Rey et al., 2011), Nascent-Seq and RNA-Seq signal for CLK:BMAL1 target genes (six time points in duplicate). Genes were classified in four categories: rhythmic nascent RNA and mRNA (R-R), rhythmic nascent RNA only (R-AR), rhythmic mRNA only (AR-R) and arrhythmic nascent RNA and mRNA (AR-AR). High expression is displayed in yellow, low expression in blue. (**B**): Peak phase distribution of rhythmic BMAL1 DNA binding (blue, from Rey et al., 2011), of nascent RNA (black) and of mRNA (red) for the direct target genes that are rhythmically expressed at both the nascent RNA and mRNA levels. (**C**): Distribution of CLK:BMAL1 target genes within the 4 different classes of rhythmically expressed genes and its comparison to the genome-wide distribution. Rhythmic nascent RNA and mRNA: R-R; rhythmic nascent RNA only: R-AR; rhythmic mRNA only: AR-R; arrhythmic nascent RNA and mRNA: AR-AR. (**D**): qPCR quantification of *Rev-Erbα*, *Per1*, *Per2* and *Cry1* pre-mRNA every 4 hr throughout the day in wild-type (black, n = 4 per time points) and *Bmal1−/−* mice (blue, n = 3 per time points). Error bar: s.e.m. (**E**): Visualization of BMAL1 ChIP-Seq (blue), CLK ChIP-Seq (green), Nascent-Seq (brown; six time points of replicate 1), Pol II ChIP-Seq signal (purple) at ZT10 and ZT22 (from Feng et al., 2011) and strand-specific Nascent-Seq signal for *Per2* (plus strand, top; minus strand, bottom). *Per2* is rhythmically transcribed (minus strand) with a peak at ZT16. An antisense transcript is rhythmically transcribed to *Per2* RNA (plus strand), peaking at ZT4. **DOI:** http://dx.doi.org/10.7554/eLife.00011.020

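The supplementary table of the paper's 211 CLK:BMAL1 peaks holds 188 gene symbols, and the paper's text gives 184 direct target genes. Of the 188 symbols, 161 are in the RNA-Seq data and 119 were expressed. In the deposited signal, 49 of the 119 (41.2%, 95% Wilson interval 32.7–50.2) had rhythmic mRNA, against 1899 of the 10079 other expressed genes (18.8%). The odds ratio was 3.02 (two-sided Fisher's exact test across genes, p = 2.35e-08, adjusted p = 1.29e-07). Strong rhythms were found in 35 of the targets (29.4%) and in 7.64% of the other genes. Of the targets, 29 are R-R genes, which is 8.48% of that class.

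The mRNA phases of the 29 R-R targets lay between ZT0 and ZT6 for 6 genes, between ZT6 and ZT12 for 16, between ZT12 and ZT18 for 5 and between ZT18 and ZT24 for 2. The mean phase was 9.83 hr, with a resultant length of 0.574. The phase was 5.33 hr for *Nr1d1*, 7.36 hr for *Dbp*, 11.3 hr for *Per1*, 12.2 hr for *Per2* and 17.3 hr for *Cry1*. *Per1* mRNA (chromosome 11, 68908719 to 68923462, mm9) was at 12.8 ± 1.33 rpbp (SD, n = 2) at ZT10 and at 0.700 ± 0.0283 rpbp at ZT2. *Per2* mRNA (chromosome 1, 93312561 to 93355907) was at 38.0 ± 2.89 rpbp at ZT14 and at 3.56 ± 0.453 rpbp at ZT2.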

To validate this interpretation, we assayed the pre-mRNA levels in *Bmal1−/−* mice of four clock genes that exhibit different phases of transcription in wild-type mice (Figure 8D). Only the levels of *Rev-Erbα* pre-mRNA in the mutant mice conform to expectation and are at trough levels of wild-type mice. The levels of *Per1*, *Per2* and *Cry1* pre-mRNAs in Bmal1−/− mice are higher than the trough of expression in wild-type mice, indicating that other transcriptional regulators are indeed important for the transcription of these three clock genes (Figure 8D). This notion is also supported by the enrichment of other transcription factor motifs such as HNF3/FOXA1, SP1 and E4BP4 adjacent to CLK:BMAL1 binding sites (Figure 7D).

Notably, *Per2* has a prominent anti-sense transcript at times of low *Per2* sense transcription (Figure 8E). Moreover, the 5′ end of this transcript coincides with peaks of Pol II (Figure 8E). This suggests that antisense transcription could be an additional mechanism responsible for the disconnect between the phase of CLK:BMAL1 DNA binding and the phase of rhythmic transcription.

## Discussion

Rhythmic mRNA expression is a hallmark of circadian biology and commonly assumed to be a consequence of rhythmic transcription. However, the application here of Nascent-Seq to genome-wide mouse liver transcriptional rhythms indicates that about 70% of the genes that exhibit rhythmic mRNA expression do not have robust transcriptional rhythms (AR-R category), suggesting that post-transcriptional mechanisms are important for the generation of robust mRNA rhythms. Yet the transcription of most AR-R genes is variable, with elevated levels coinciding with the peak of the rhythmic mRNA profile. This suggests that post-transcriptional events buffer variable transcriptional output to generate robust and reproducible rhythms of mRNA expression (Figure 9). A similar Nascent-Seq vs RNA-Seq strategy for *Drosophila* head RNA (Joe Rodriguez and Michael Rosbash, personal communication) and a very recently published paper based on a different strategy for assessing liver transcriptional rhythms (Koike et al., 2012) come to a generally similar conclusion, namely, a widespread contribution of post-transcriptional regulation to circadian mRNA cycling.

**Figure 9.**
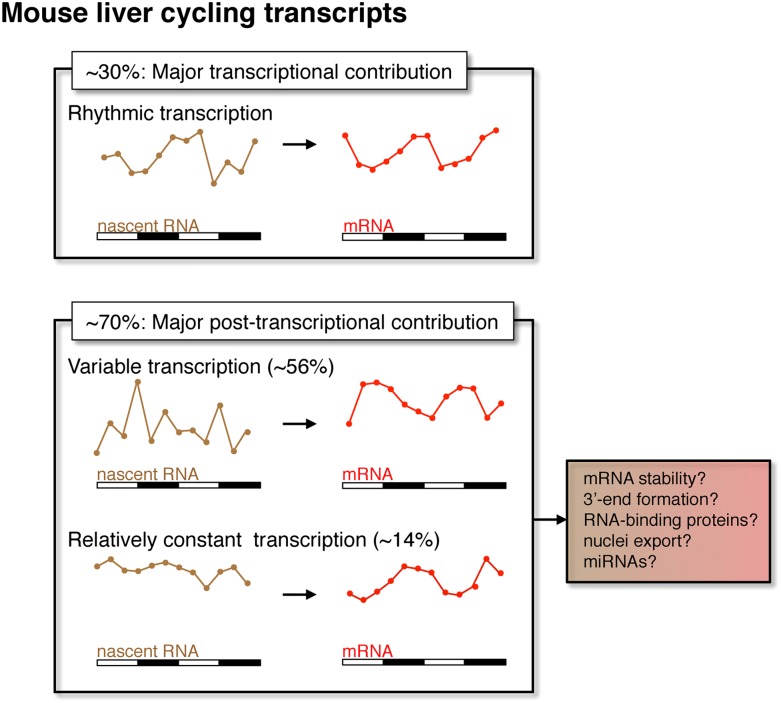
Post-transcriptional events contribute to rhythmic mRNA expression in the mouse liver. Although rhythmic transcription plays a major role for approximately 30% of the genes that exhibit rhythmic mRNA expression, post-transcriptional events significantly contribute to the generation of mRNA rhythms for the majority of genes (∼70%). Many post-transcriptional cyclers exhibit highly variable transcription that is buffered to generate robust rhythmic mRNA expression. Few genes exhibit a relatively constant transcription when compared to mRNA expression. These post-transcriptional events may include roles for RNA binding proteins and miRNAs to regulate RNA stability, 3′ end formation and nuclei export. **DOI:** http://dx.doi.org/10.7554/eLife.00011.021

Relevant mechanisms likely include RNA stability as well as other RNA processing events, as suggested in other systems such as the regulation of gene expression in *Arabidopsis* mitochondria (Giege et al., 2000) and after T-cell activation (Cheadle et al., 2005). Because the half-lives of nascent transcripts are generally much shorter than those of mRNA (Griffiths-Jones, 2007; Mattick, 2009; Mercer et al., 2009; Wang and Chang, 2011), a short burst of transcription can result in elevated mRNA expression that lasts several hours, as has been shown in systems involving an acute inflammatory response (Cheadle et al., 2005; Hao and Baltimore, 2009). However, generic mRNA stability cannot account for this buffering, as many genes with arrhythmic but variable transcription do not exhibit rhythmic mRNA expression (Figure 6H). This suggests that the post-transcriptional buffering is clock-controlled and selective for specific genes.

Because our experiments were done under LD conditions, it is possible that some cycling RNAs and mechanisms are not circadian but driven by the LD cycle. Nonetheless, it is likely that many of them also occur under DD conditions and that specific and perhaps multiple post-transcriptional mechanisms contribute to rhythmic mRNA expression. They may include 3′ end formation and coupled polyadenylation, splicing, mRNA export as well as cytoplasmic events involving translation, RNA binding proteins (RBP) and miRNAs (Joshi et al., 2012). Interestingly, a few recent reports highlight the tight coupling between transcriptional regulation and post-transcriptional events that govern mRNA stability (Bregman et al., 2011; Trcek et al., 2011). In these examples, RBPs are recruited by specific transcription factors, which then help load the RBPs onto nascent RNA; they then control cytoplasmic mRNA stability (Bregman et al., 2011; Trcek et al., 2011). A mechanism of this nature could account for the post-transcriptional generation of rhythmic mRNA expression.

The AR-R genes with high transcriptional variability are enriched for metabolic functions as well as those involved in ‘response to stimulus’. The transcription of many metabolic genes is regulated by metabolites and/or hormones (e.g., transcription of Sds is induced by glucagon and CREB, Haas and Pitot, 1999). A large fraction of rhythmic mRNAs may therefore result from a transcriptional response, dependent on the cellular environment, as well as post-transcriptional events that stabilize mRNA at an appropriate time of the day. This scenario could also explain the R-AR gene set: despite rhythmic transcription, the lack of rhythmic post-transcriptional regulation would negate the transcriptional oscillations.

Importantly, many genes with rhythmic mRNA expression also exhibit robust transcriptional rhythms. They include all well-known clock genes and many well-characterized clock-controlled genes (see above). Their transcriptional profiles suggest that they are under more stringent transcriptional control (Figure 9), due perhaps to direct regulation by the core clock in combination with additional transcription factors.

Our genome-wide characterization of rhythmic transcription also allowed us to directly assay how the rhythmic binding of CLK:BMAL1 to its target gene promoters correlates with transcription. The transcriptional phase of these target genes is heterogeneous and distributed throughout the day, despite a more discrete phase of BMAL1 DNA binding at the beginning of the light phase. This indicates that transcriptional output is not identical for all target genes and suggests that CLK:BMAL1 cooperates with other transcription factors to establish the phase of transcription, as previously shown only for the *Cry1* gene (Ukai-Tadenuma et al., 2011). In addition, transcription of most of these target genes is arrhythmic but not absent without BMAL1. This feature of target gene expression as well as the heterogeneity of phase is unlike what is observed in flies: core CLK:CYC target genes exhibit a discrete phase of expression that matches the phase of DNA binding (Abruzzi et al., 2011).

In summary, the application of Nascent-Seq and RNA-Seq to mammalian circadian gene expression regulation challenges two assumptions of the mammalian circadian field. The first is that rhythmic transcriptional regulation is sufficient to describe the cycling gene expression landscape. The second is that CLK:BMAL1 DNA binding alone sets the phase of, and is essential for, core clock gene transcription. The dramatic, genome-wide disconnect between the phases of rhythmic CLK:BMAL1 DNA binding and rhythmic target gene transcription suggests that other transcription factors and/or mechanisms collaborate with CLK:BMAL1 binding and are critical to determine the phase of clock gene transcription. We anticipate that Nascent-Seq will impact gene expression regulation far beyond the circadian applications shown here.

## Materials and methods

### Animals

3- to 6-month-old male mice housed in a 12 hr-light:12 hr-darkness (LD12:12) schedule were used. Wild-type mice (C57BL/6 strain) and *Bmal1−/−* mice (originally from Christopher A Bradfield; Bunger et al., 2000) were used. All experiments were performed in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals and approved by the Brandeis Institutional Animal Care and Use Committee (IACUC protocol #0809-03).

### Isolation of nascent RNA

Mice housed in LD12:12 were sacrificed every 4 hr (ZT0, 4, 8, 12, 16 and 20) by isoflurane anesthesia followed by decapitation. Mouse liver was then quickly removed and homogenized in 3.5 ml of 1× PBS and 3.5 ml of homogenization buffer (2.2 M sucrose, 10 mM Hepes pH 7.6, 15 mM KCl, 2 mM EDTA, 1× protease inhibitor cocktail [Roche, Basel, Switzerland], 0.15 mM spermine, 0.5 M spermidine, 0.5 mM DTT) with a dounce homogenizer (six strokes loose pestle, four strokes tight pestle). The liver homogenate was then mixed with 21.5 ml of homogenization solution and layered on the top of a 10 ml ice-cold cushion solution (2.05 M sucrose, 10 mM Hepes pH 7.6, 10% glycerol, 15 mM KCl, 2 mM EDTA, 1× protease inhibitor cocktail [Roche, Basel, Switzerland], 0.15 mM spermine, 0.5 M spermidine, 0.5 mM DTT) and centrifuged for 45 min at 2°C at 24,000 rpm (100,000×*g*) using a Bechmann SW27 rotor. Nuclei were resuspended in 1 ml of 20 mM Hepes pH 7.6, 150 mM NaCl, 2 mM EDTA, 1× protease inhibitor cocktail (Roche, Basel, Switzerland), 0.5 mM PMSF, 1 mM DTT, 0.5 U/ml of RNAseOUT/SUPERase-In (Invitrogen/Ambion), homogenized using a 1 ml dounce homogenizer (three times with loose pestle, two times with tight pestle), and divided into three samples of equal volume. One volume of 2× NUN buffer (50 mM Hepes pH 7.6, 2 M Urea, 2% NP-40, 600 mM NaCl, 2 mM DTT, 1× protease inhibitor cocktail [Roche, Basel, Switzerland], 0.5 mM PMSF, 0.5 U/ml of SUPERase-In [Ambion, Carlsbad, California]) was then added drop-by-drop while gently vortexing (level 2). Samples were left on ice for 20 min, then centrifuged at 24,000 rpm for 10 min at 4°C. The supernatant was removed and 1 ml of Trizol (Invitrogen, Carlsbad, California) was added to the DNA pellet. Samples were then incubated at 65°C for 15 min, and DNA pellet was then resuspended by gentle pipetting. Nascent RNA was then extracted using standard Trizol RNA extraction (Invitrogen, Carlsbad, California).

### Isolation of total RNA

Mice housed in LD12:12 were sacrificed by isoflurane anesthesia followed by decapitation every 4 hr (ZT2, 6, 10, 14, 18 and 22). Mouse liver was then quickly removed and cut into small pieces that were frozen on dry ice. Total RNA was extracted using standard Trizol extraction (Invitrogen, Carlsbad, California).

### Generation of Nascent-Seq and mRNA-Seq libraries

Nascent RNA was first DNase-treated with TURBO DNase (Ambion, Carlsbad, California) using manufacturer's recommendation. Polyadenylated RNA was then removed from the nascent RNA using Dynabeads mRNA direct kit (Invitrogen, Carlsbad, California) following manufacturer's recommendations, and nascent RNA was precipitated (ethanol precipitation).

Sequencing libraries have been made using standard protocols. Briefly, 100 ng of purified nascent RNA were used to generate Illumina libraries. Nascent RNA was first fragmented using Fragmentation reagents (AM8740; Ambion, Carlsbad, California) by heating at 70°C for 5 min. Fragmented nascent RNA were then purified and used for standard Illumina library preparation. Following adaptor ligation, libraries of 200–300 bp length were size-selected on a 2% TAE agarose gel, and amplified by PCR for 15 cycles.

Strand-specific libraries were processed as above except for the following modifications that have also been described elsewhere (Levin et al., 2010). Briefly, after the first strand cDNA synthesis, dNTPs were removed by size-exclusion chromatography columns (G-50 columns; Amersham, Amersham, UK) and by ethanol precipitation using ammonium acetate. Second strand synthesis was then performed using a dNTP mixture containing dUTP instead of dTTP. After adaptor ligation and size selection (i.e., prior to the amplification), libraries were digested using Uracil-Specific Excision Reagent (USER Enzyme, NEB, Ipswich, Massachusetts) by incubating 2 units (2 μl) of USER Enzyme with 18 μl of libraries at 37°C for 30 min. Reaction was then heat-inactivated, the libraries were purified and PCR-amplified.

RNA-Seq libraries (e.g., mRNA) were made using Truseq RNA sample kit (Illumina, San Diego, California) following manufacturer's recommendations.

### CLK and BMAL1 chromatin immunoprecipitation

Adult mice housed in LD12:12 were sacrificed at ZT8 by isoflurane anesthesia followed by decapitation. Mouse liver was then quickly removed and homogenized in 3.5 ml of 1× PBS supplemented with 1% formaldehyde. After 10 min incubation at room temperature, cross-linking was stopped by mixing liver homogenate with 25 ml of ice-cold quenching solution (2.2 M sucrose, 150 mM glycine, 10 mM Hepes pH 7.6, 15 mM KCl, 2 mM EDTA, 1× protease inhibitor cocktail [Roche, Basel, Switzerland], 0.15 mM spermine, 0.5 M spermidine, 0.5 mM DTT). Homogenate was then layered on top of a 10 ml ice-cold sucrose cushion (2.05 M sucrose, 125 mM glycine, 10 mM Hepes pH 7.6, 10% glycerol, 15 mM KCl, 2 mM EDTA, 1× protease inhibitor cocktail [Roche], 0.15 mM spermine, 0.5 M spermidine, 0.5 mM DTT) and centrifuged for 30 min at 2°C and 24,000 rpm (100,000×*g*) using a Bechmann SW27 rotor. Nuclei were resuspended in 1 ml of 20 mM Hepes pH 7.6, 150 mM NaCl, 2 mM EDTA and sedimented at 1500×*g* for 1 min. Washed nuclei were resuspended in 1.2 ml sonication buffer (20 mM Hepes pH 7.6, 1% SDS, 150 mM NaCl, 2 mM EDTA) and sonicated on ice using a Fisherbrand Sonic Dismembranator at setting 2 (57 W) for 5 × 15 s to obtain chromatin fragments of about 500–1000 bp in length. The resulting chromatin was centrifuged at 15,000×*g* for 10 min and the resulting supernatant was aliquoted in 200 μl samples for immunoprecipitation and 25 μl samples for input.

Immunoprecipitation of chromatin was performed by mixing 200 μl of sonicated chromatin with 1.8 ml of IP buffer (10 mM Hepes pH 7.6, 150 mM NaCl, 2 mM EDTA, 0.1% NaDeoxycholate, 1% Triton X-100). Antibodies were added and samples were incubated overnight (Rabbit anti-BMAL1 antibody: 10 μl, ab3350; Abcam; Rabbit anti-CLK antibody: 10 μl, NB100-126; Novus Biologicals). Dynabeads protein G (100 μl per sample; Invitrogen, Carlsbad, California) were blocked in parallel overnight in 0.1 mg/ml yeast tRNA and 1 mg/ml BSA in IP buffer.

Following the overnight incubation, beads were washed once with IP buffer. The chromatin/antibodies mixture was then added to the beads and incubated at 4°C for an additional 2 hr. Beads were then washed once for 10 min with HSE I (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Hepes KOH, pH 7.6, 150 mM NaCl) and twice for 10 min with HSE II (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Hepes KOH, pH 7.6, 500 mM NaCl). Beads were then briefly washed with ice-cold TE and eluted with 200 µl of ChIP Elution buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA, 1% SDS, 1 mM DTT). 175 µl of ChIP Elution buffer was also added to the 25 µl input samples. Elution was performed at 65°C for 6–18 hr.

The resulting supernatant was removed, supplemented with 200 μl of TE and 8 μl of 1 mg/ml RNAse A (Ambion Cat #2271) and incubated at 37°C for 30 min. Then, 4 μl of 10 mg/ml proteinase K was added and samples were incubated at 55°C for another 2 hr. DNA was then isolated with PCR purification kit (Qiagen) and eluted with 40 μl of elution buffer.

### Generation of Illumina ChIP-seq libraries

BMAL1, CLK and input libraries were made from ChIPs performed from the same mouse liver extract. ChIP-seq libraries were made as described by Schmidt et al. (2009). Size-selected libraries of 200–300 bp length were used for Illumina deep-sequencing, whereas libraries with a 300–650 bp length were used for qPCR validation of the quality of the ChIP-seq libraries.

### High-throughput sequencing of Illumina libraries

High-throughput sequencing has been performed as follow:

- ChIP-seq libraries: BMAL1, CLK and Input ChIP-seq libraries were sequenced using an Illumina Genome Analyzer (GAII) with a sequencing length of 36 nt. To increase depth coverage, libraries were sequenced on multiple lanes (BMAL1: four lanes, CLK: five lanes and Input: three lanes).
- Nascent-Seq libraries: libraries (12 samples corresponding to two independent six-time points rhythms) were sequenced using an Illumina Genome Analyzer (GAII) with a sequencing length of 80 nt. Both replicates of the ZT8 and ZT20 time points were sequenced on two lanes and all other samples on one lane.
- Nascent-Seq libraries, strand-specific: libraries (six samples corresponding to the first replicate of the six-time points rhythm) were generated using bar-coded adaptors, mixed in an equimolar ratio and sequenced on two lanes using a HiSeq2000 (Illumina) with a sequencing length of 101 nt.
- RNA-Seq libraries: libraries (12 samples corresponding to two independent six-time points rhythms) were generated using bar-coded adaptors, mixed in an equimolar ratio and sequenced on two lanes using a HiSeq2000 (Illumina) with a sequencing length of 101 nt.

High-throughput sequencing has been performed following manufacturer recommendations and 8–12 pmol of libraries were hybridized to each lane of the flow-cells. Data were extracted and processed following Illumina recommendations. Sequences were aligned to the mouse genome (UCSC version mm9 database). Number of the sequences obtained for each library can be found in Table 1. Datasets are deposited on the Gene Expression Omnibus database under the accession number GSE36916 (GEO, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE36916).

**Table 1.** Number of sequences and statistics for the different sequencing datasets **DOI:** http://dx.doi.org/10.7554/eLife.00011.022

	Index number	Barcode	Number of sequences (fastq file)	Number of uniquely mapped sequences	Percentage of uniquely mapped sequences	Normaliz. factor
ChIP-Seq libraries						
Input	—	—	39,214,696	18,846,303	48.1%	—
CLK	—	—	75,944,495	37,371,047	49.2%	—
BMAL1	—	—	60,952,293	28,920,754	47.5%	—
Nascent-Seq libraries						
						Norm. 40 m
Rep1_ZT0	—	—	27,845,320	18,319,011	65.8%	2.184
Rep1_ZT4	—	—	30,088,981	20,931,038	69.6%	1.911
Rep1_ZT8	—	—	57,719,174	39,567,609	68.6%	1.011
Rep1_ZT12	—	—	29,442,244	19,485,102	66.2%	2.053
Rep1_ZT16	—	—	27,645,102	18,385,668	66.5%	2.176
Rep1_ZT20	—	—	50,331,242	34,703,727	69.0%	1.152
Rep2_ZT0	—	—	30,243,856	21,014,087	69.5%	1.903
Rep2_ZT4	—	—	30,162,514	21,082,498	69.9%	1.897
Rep2_ZT8	—	—	51,471,477	36,118,068	70.2%	1.107
Rep2_ZT12	—	—	27,304,921	17,815,971	65.3%	2.245
Rep2_ZT16	—	—	27,196,805	19,077,433	70.2%	2.097
Rep2_ZT20	—	—	51,105,236	33,547,439	65.7%	1.192
RNA-Seq libraries						
						Norm. 40 m
Rep1_ZT2	2	CGATGT	13,031,496	8,693,555	66.7%	4.601
Rep1_ZT6	4	TGACCA	13,197,078	10,214,580	77.4%	3.916
Rep1_ZT10	5	ACAGTG	13,479,636	9,916,774	73.6%	4.034
Rep1_ZT14	6	GCCAAT	10,366,702	7,497,386	72.3%	5.335
Rep1_ZT18	7	CAGATC	13,147,649	9,600,125	73.0%	4.167
Rep1_ZT22	12	CTTGTA	11,182,756	8,233,815	73.6%	4.858
Rep2_ZT2	13	AGTCAA	14,645,263	9,876,359	67.4%	4.050
Rep2_ZT6	14	AGTTCC	15,836,013	12,270,338	77.5%	3.260
Rep2_ZT10	15	ATGTCA	15,123,726	11,507,856	76.1%	3.476
Rep2_ZT14	16	CCGTCC	12,127,102	8,594,609	70.9%	4.654
Rep2_ZT18	18	GTCCGC	12,903,678	9,512,765	73.7%	4.205
Rep2_ZT22	19	GTGAAA	13,438,873	9,592,404	71.4%	4.170
Strand-specific Nascent-Seq libraries						
						Norm. 40 m
Rep1_ZT0	2	CGATGT	34,386,622	15,930,801	46.3%	2.511
Rep1_ZT4	4	TGACCA	45,356,906	24,224,151	53.4%	1.651
Rep1_ZT8	5	ACAGTG	44,309,216	24,275,357	54.8%	1.648
Rep1_ZT12	6	GCCAAT	49,118,104	22,882,163	46.6%	1.748
Rep1_ZT16	7	CAGATC	49,535,738	21,835,605	44.1%	1.832
Rep1_ZT20	12	CTTGTA	54,905,005	32,586,396	59.4%	1.228

### Analysis of Nascent-Seq and RNA-Seq datasets

#### Alignment to the mouse genome (mm9 version)

Sequences (fastq format) were first mapped with tophat (Trapnell et al., 2009) using the following criteria: -m 1 -g 1 --microexonsearch --no-closure-search -I 500000 (command line: tophat -m 1 -F 0 -g 1 --microexon-search --no-closure-search -G ../exon20110528mm.gtf --phred64-quals -I 500000 -o ZT4_2_tophat.out /data/analysis/fasta/mm9 /data/sequence/Nascent_ZT4_2.fastq). About 65–70% of the Nascent-Seq sequences uniquely mapped to the mouse genome, even though no rRNA removal has been performed. Uniquely mapped sequences from the tophat output files (bam format) were then used for further analysis. Wig files, used for signal visualization with the Integrated Genome Browser (Nicol et al., 2009), were created as described in UCSC website (ftp://hgdownload.cse.ucsc.edu/apache/htdocs-rr/goldenPath/help/bedgraph.html) and normalized to uniquely mapped reads. The normalization factor used for normalization is indicated in the last column of the Table 1.

#### Quantification of gene signal

Quantification of nascent RNA and mRNA signal has been calculated from the Nascent-Seq and RNA-Seq datasets using custom-written perl and mysql scripts (see Source code 1). No quantification was performed using the strand-specific Nascent-Seq datasets. To allow direct comparison between the Nascent-Seq and RNA-Seq datasets, and because many genes have another gene coding for non-coding RNA expressed within their introns (e.g., *Camk2b*, Figure 2F), the gene signal was calculated by only considering the sequences mapping to exons. Moreover, because ‘only’ approximately 13% of the Nascent-Seq signal is mapped to exons (most of the signal is intronic), we reached a higher sequencing depth for the Nascent-Seq samples (>15,000,000 uniquely mapped sequences for all samples, representing a minimum of 160,000,000 nucleotides mapping to the transcriptome).

To allow comparison between the Nascent-Seq and RNA-Seq datasets, individual gene signal was quantitated as previously described (Rodriguez et al., 2012) by calculating the number of reads mapping to all exons (regardless of the isoforms) and by normalizing this number to the total exon length (hence the signal was called Reads per Base Pair, or rpbp). This rpbp number was then normalized to the sample sequencing depth (uniquely mapped sequences) and used for further analysis (see below).

Determination of rpbp threshold: the rpbp threshold has been determined so that the difference in gene signal reflects biological variation rather than low sequencing depth. To this end, we took advantage of libraries sequenced on two independent flow-cell lanes and with a similar number of sequences in each lane (e.g., Nascent-Seq, replicate 1, ZT8; 19,207,641 and 20,364,883 sequences respectively).

We first assayed the correlation between gene signals of the two duplicates: the correlation is very good for high values of rpbp, and progressively decreases as the rpbp decreases (Figure 1G). The variation of gene signal that results from low sequencing depth was then determined by calculating the standard deviation to the mean (z-score) for every gene between the two duplicates (Figure 1H). As expected, the z-score is low for high rpbp and increases with lower gene signal, reflecting a progressive decrease of sequencing depth (Figure 1H).

Analysis of this variation allowed us to determine the rpbp threshold. Indeed, among genes with a rpbp superior to 2, less than 6.7% display a variation of more than 1.3-fold between the two duplicates (432/6486) and only 88 genes (1.36%) display a variation of more than 1.5-fold (88/6486; see Table 2). Moreover, the majority of these genes are relatively short (<1 kb), hence contributing for some of the variability. This analysis therefore indicates that a rpbp of 2–3 (for datasets with ∼20,000,000 uniquely mapped sequences of 80 nt) can be used as a threshold to detect biological variation of nascent RNA expression.

**Table 2.** Determination of the rpbp threshold for the Nascent-Seq dataset **DOI:** http://dx.doi.org/10.7554/eLife.00011.023

Fold difference	Rpbp > 3		Rpbp > 2.6786		Rpbp > 2	
	# Genes	% Genes	# Genes	% Genes	# Genes	% Genes
>2	0	0.00	0	0.00	2	0.03
>1.5	32	0.77	44	0.93	88	1.36
>1.4	67	1.61	93	1.97	180	2.78
>1.3	169	4.06	224	4.74	432	6.66
>1.2	543	13.06	689	14.57	1159	17.87
>1.1	1698	40.83	2015	42.62	3012	46.44
1.0–1.1	2461	59.17	2713	57.38	3474	53.56
Total # genes	4159		4728		6486	

Because of Nascent-Seq datsets were normalized to 40,000,000 reads, we used to threshold of 6 rpbp, as it corresponds to a rpbp of 2.6786 for the Nascent-Seq samples with the least coverage (ZT12, replicate 2). At this threshold, there is very low variation due to sequencing depth (e.g., <4.8% of the genes display a variation of >1.3-fold).

A similar strategy was applied with the RNA-Seq datasets, and set up the threshold as 1–2 rpbp for 10,000,000 sequences (uniquely mapped). This threshold was inferior to the one used with Nascent-Seq datasets, largely because of the superior coverage of exons in the RNA-Seq datasets. 

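Without the scaling, a minimum of 8 rpbp corresponds to between 1.50 rpbp, in series 1 at ZT14, and 2.45 rpbp, in series 2 at ZT6, with a median of 1.92 rpbp over the 12 samples. Between 8762 and 9108 genes exceeded the minimum in a sample, and 10198 did so in at least 1 sample. With a minimum of 16 rpbp, 7516 genes remained and 1494 of them had rhythmic mRNA.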

Because our analysis was performed on datasets normalized to 40 million reads, we set up the threshold at 8 (which represents a minimum rpbp of 1.5 for the time point with the least coverage; Rep1, ZT14, 7,497,386 sequences).

#### Statistics about the levels of expression

Nascent-Seq ZT0, ZT4, ZT12 and ZT16 samples exhibit a relatively similar profile of expression, whereas Nascent-Seq ZT8 and ZT20 samples show higher values because of the higher sequencing depth. For samples with less sequencing coverage, a minimum of 8800 genes have a rpbp >1 (from 8868 for ZT16_rep2 to 10419 for ZT0_rep2), 5100 genes have a rpbp > 2 (from 5121 to 6999) and 3200 genes have a rpbp > 3 (from 3215 to 4795). More than 1000 genes have a rpbp > 10 in every samples. A file containing the normalized rpbp for all UCSC genes is available in supplementary material (Figure 2—source data 1). The normalization to sequencing depth (uniquely mapped sequences) was performed using the normalization factors displayed in the Table 1.

All RNA-Seq samples exhibit a relatively similar profile of expression, reflecting the low variation in sequencing depth between the samples. 

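In the deposited signal, the size factors of the 12 samples by the median of ratios over 8936 genes were between 0.976 and 1.04. The 10 genes with the highest signal took up between 24.3% of the summed rpbp, in series 1 at ZT2, and 28.9%, in series 1 at ZT18. The number of all sequences was between 10366702 and 15836013 per sample.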

A minimum of 8800 genes have a rpbp >1 (from 8868 for ZT16_rep2 to 10419 for ZT0_rep2), 5100 genes have a rpbp > 2 (from 5121 to 6999) and 3200 genes have a rpbp > 3 (from 3215 to 4795). 

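The deposited signal was taken back to the sequencing depth of each RNA-Seq sample with its number of uniquely mapped sequences. Between 10313 genes (series 1, ZT14) and 11682 genes (series 2, ZT6) then exceeded 1 rpbp. Between 7967 and 9713 genes exceeded 2 rpbp, and between 6485 and 8272 exceeded 3 rpbp, with the lowest and the highest number in the same 2 samples.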

More than 1000 genes have a rpbp > 10 in every sample. 

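In the deposited signal without the scaling, between 2713 genes (series 1, ZT14) and 4027 genes (series 2, ZT6) exceeded 10 rpbp in an RNA-Seq sample, with a median of 3185.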

A file containing the normalized rpbp for all UCSC genes is available in supplementary material (Figure 3—source data 2). The normalization to sequencing depth (uniquely mapped sequences) was performed using the normalization factors displayed in the Table 1.

### Analysis of ChIP-Seq datasets

Sequences from the different libraries (fastq format) were first mapped to the mouse genome (version mm9) using bowtie (Langmead et al., 2009) with the command line: bowtie –q –a –-best –m 1. Only those that mapped uniquely to the mouse genome were used for further analysis, and their number has been used for normalization to compare signal difference between libraries.

ChIP-seq libraries were analyzed with the MACS algorithm (Zhang et al., 2008) by comparing the treatment sample (BMAL1 or CLK ChIP) to the control sample (Input) using the following criteria: effective genome size = 1.89 × 10^9^, tag size = 36, band width = 80, model fold = 5, p-value cutoff = 1 × 10^−5^. Significant peaks were computationally assigned to a gene. Briefly, a peak located between the transcription start site and the transcription start end of a gene was assigned to that gene, regardless of the ChIP-Seq peak position. The other peaks, referred as intergenic, were assigned to the gene with the closest transcription start site. Confirmation of this computational gene assignment was then confirmed by manual inspection for the 211 CLK:BMAL1 peaks. Visualization of the ChIP-seq signal was performed using the wig output file (from the MACS analysis) and the IGB browser.

Overlap between CLK and BMAL1 DNA binding peaks has been determined computationally using all significant peaks coordinates. Any overlap between the two peaks (even of one nucleotide) was considered significant. Quantification of the signal has been extracted from the raw data (number of reads per bp) normalized to sequencing depth of each library. For most experiments (e.g., Figure 7A,B), signal was binned using a 25 bp window.

Quantification of the number of e-boxes within BMAL1 and CLK DNA binding peaks has been performed computationally using peak fasta sequences. Enrichment has been calculated using the number of e-boxes found at a fixed position from the peak center divided by the expected number of e-boxes. The maximal window size (difference from the fixed position and the peak center) was 500 nt, as the number of expected e-boxes dropped to the background at this window size.

Motif analysis has been performed using MEME suite (http://meme.sdsc.edu/meme/intro.html), using a 100 bp sequence for each peak (peak center ± 50 bp). Parameters were as follow: -dna -mod anr -nmotifs 20 -minw 6 -maxw 30. The background model contained the same nucleotide distribution as the input file. Significant motifs were then analyzed using TOMTOM from MEME suite.

### Gene ontology of genes with high and low Nascent-Seq/RNA-Seq signal ratio

Gene signal (reads per base pair) was averaged for the 12 time points, and the ratio Nascent RNA/mRNA was calculated. Genes with a ratio over 2 SD from the average of all ratios were selected for gene ontology (GO) analysis; 302 genes had a Nascent-Seq/RNA-Seq ratio below 2 SD and 463 genes had a ratio over 2 SD. 13595 genes were considered for this analysis. GO analysis has been performed using GOToolBox (Martin et al., 2004) (http://genome.crg.es/GOToolBox/), using an hypergeometric test with Benjamini-Hochberg correction. The background model consisted of the entire list of genes.

### Statistical analysis of rhythmic gene expression

Only genes with more than three reads per base pair for at least one time point of the Nascent-Seq dataset and two read per base pair for the RNA-Seq dataset were further considered for subsequent analysis (see above). Rhythmically expressed genes were determined based on three parameters: amplitude, F24 (24-hr spectral power, see below) and p-value of the F24.

The amplitude was calculated by dividing the highest value of the 12 time points by the lowest value. The F24 score was calculated by Fourier transformation using a R code originally described by Wijnen et al. (2005). Briefly, normalized reads per base pair from the two independent six-time points rhythms were concatenated and the 24-hr spectral power (F24) was determined for each gene. The F24 score (expressed in range 0–1) indicates the relative strength of the extracted rhythmic component.

The F24 p-value (pF24) represents the probability of observing an F24 score from randomly permuted data that is of equal or greater strength than the extracted Fourier component. It was calculated for each gene after performing 10,000 randomized permutations of the rpbp values. A pF24 was considered significant if (pF24 < 0.05) if the experimental pF24 was within the top 5% of the 10,000 pF24 calculated from randomized permutation.

Transcripts were considered to be rhythmically expressed when meeting the three following criteria: (1) pF24-values < 0.05 (i.e., experimental pF24-value is within the top 5% of the 10,000 pF24-values calculated from randomized permutation), (2) F24 > 0.45 and (3) amplitude (maximal/minimal experimental values) > 1.5. A more stringent cut-off was also used to identify strong rhythmic expression: pF24 < 0.05, F24 > 0.6 and amplitude > 1.75.

The phase information from the Fourier transformation (which indicates the peak of the cosine curve) was further used to assess phase difference between rhythmic nascent RNA and mRNA expression (Figures 3C,4B).

### Analysis of gene expression by real-time PCR

Total RNA from wild-type and *Bmal1−/−* mice was prepared from mouse liver using Trizol reagent (Invitrogen) and DNAse-treated using Turbo DNAse (Ambion) according to the manufacturer's protocols. cDNA derived from RNA (using Invitrogen Superscript II and random primers) was utilized as a template for quantitative real-time PCR performed with the Rotor-Gene 3000 real-time cycler (Qiagen). The PCR mixture contained Platinum Taq polymerase (Invitrogen), optimized concentrations of Sybr-green (Invitrogen) and specific primers for either *Rev-Erbα*, *Per1*, *Per2* or *Cry1* pre-mRNAs. Quantitative PCR using *Actg1*-specific primers was used as a loading control. Cycling parameters were 95°C for 3 min, followed by 40 cycles of 95°C for 30 s, 55°C for 45 s, and 72°C for 45 s. Fluorescence intensities were plotted vs the number of cycles by using an algorithm provided by the manufacturer. mRNA levels were quantified using a calibration curve based upon dilution of concentrated cDNA.

How the deposited data were processed for this re-analysis (not part of the article)

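Poly(A) RNA from the livers of wild-type mice was sequenced in 12 samples, at ZT2, ZT6, ZT10, ZT14, ZT18 and ZT22 in 2 series. The authors mapped the sequences to the mouse genome mm9 with TopHat and kept those with a unique place. They flattened the exons of all isoforms of a gene, summed the base coverage over them without regard to strand, and divided it by the exon length. The deposited signal is this coverage in reads per base pair (rpbp), which the authors scaled to 10000000 uniquely mapped sequences per sample. The deposited F24 score is the authors' share of the 24 hr component in the 12 values of a gene. The deposited p-value is the authors' permutation p of that score and is not adjusted. The deposited phase is the peak time of the same component in hr. The last time point is named ZT20 in the deposited columns and ZT22 in the paper and the sample descriptions. It was taken as ZT22, and the columns were also compared with the values of the paper's supplementary table.

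The number of uniquely mapped sequences was between 7497386 and 12270338 per sample (median 9596264.5), out of 10366702 to 15836013 sequences in all. The signal is a mean coverage and not a count of reads, so no interval for counting error is given, and no test of counts was used. Nascent-Seq samples were not analysed here. Some results that were computed, and that the adjustment over 11 relations counts, are not reported here. The Nascent-Seq values and phases are the paper's, from its supplementary tables. The Nascent-Seq calls are the paper's too, except in the 524 genes of the shortened table that passed both minimums, where they were made here by the paper's criteria on its values, for both series together and for each alone. The supplementary table of the classes holds 1801 genes, and the shortened table of Nascent-Seq values holds 1998 genes. For 9 of the 1801 genes, a deposited RNA-Seq value lay farther than 0.08 rpbp from the paper's table, and the deposited value was used.

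The deposited signal was multiplied by 4, and genes with at least 1 value above 8 rpbp were kept. F24 and phase were computed by Fourier analysis at 24 hr from the 12 concatenated values, at hours 2, 6, 10, 14, 18 and 22. The permutation p came from 10000 random orders of the 12 values (seed 1), with the Benjamini-Hochberg adjustment over the 10198 expressed genes. The limits were 0.05 for p, 0.45 for F24 and 1.5 for the amplitude, and 0.6 and 1.75 for strong rhythms. The amplitude is the highest over the lowest value, so that 1 outlying sample can raise it. Relations across genes were tested with 100000 permutations or with Fisher's exact test, and adjusted over 11 relations. The sets of 6 ribosomal protein and 4 respiratory chain genes were tested with 100000 permutations too, since full enumeration could not be carried out. Shares have 95% Wilson intervals, which treat genes as independent, although genes of the same samples are not. Series taken alone were tested over all 720 orders of their 6 values.

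The alternatives were a higher expression minimum of 16 rpbp or none, size factors by the median of ratios, scaling to all sequences, and F24 on log2(rpbp + 1) or log2(rpbp + 0.1). Further ones were the adjusted p, limma, amplitudes from time-point means, each series left out, and removal of the mean of each series. In limma, a cosine and a sine of 24 hr were fitted to log2(rpbp + 1), and genes with an adjusted p below 0.05 in the F-test were called. The minimums for F24 and amplitude were kept with limma. A minimum of 2 rpbp on the deposited scale is the same as the minimum of 8 rpbp used here and was not a separate setting. The pairing of the series comes from the replicate numbers in the sample descriptions. Samples of different time points are different animals, since the liver was removed.

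The genes named are those the paper names for its RNA-Seq data, its R-R targets of CLK:BMAL1, and 5 genes each with the highest F24 and the largest amplitude among strongly rhythmic genes with all 12 values above 0 and a mean of at least 8 rpbp. Coordinates are those of the mm9 annotation (GENCODE). Of the 1330 genes of the paper's table with 1 place in the annotation, 1329 overlapped the place the paper gives.

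The calls were tested on simulated data with the means and the spread of the 10198 genes, 200 of them with a rhythm. Of these, 179 (89.5%) were called, and 229 of the 9998 others (2.29%) were called too. The spread was that within time points and was drawn for each gene alone. Differences that many genes share at a time point were not simulated, so the share called without a rhythm can be higher in the real data. By peak to trough fold, 36 of 50 were called at 1.5, 45 at 2, 49 at 3 and 49 at 6. With the adjusted p, 123 genes with a rhythm and 1 without were called, and with limma 150 and 3. In the simulation, limma was used with the minimum for amplitude and without that for F24. The median phase error was 0.266 hr. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.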

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

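The acute-phase pattern below was noticed while a printout of single genes was read, before any test of it was written. The list of 26 acute-phase genes was written after the values of some of them had been seen, and 3 of them (*Crp*, *Mt1* and *Mt2*) were added after the tests had first been run. Of the tests in this part, the one on earlier transcription was chosen only after the result was seen.

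The paper does not discuss the acute-phase genes *Saa1* and *Saa2*, which had a high signal at 1 time point. The mean of *Saa1* at ZT2 was 13614.88 rpbp, with 14312.28 and 12917.48 rpbp in the 2 series, while the median of the 10 other samples was 139.54 rpbp. The mean of *Saa2* at ZT2 was 8396.68 rpbp, against a median of 52.46 rpbp in the others. *Saa1* and *Saa2* are near-identical, so the split of their signal is uncertain. Among the other 10 samples, series 2 at ZT22 stood apart, with 5248.8 rpbp for *Saa1*, against 115.36 rpbp in series 1. Of the 26 genes on the list, 23 were expressed, and all 23 were higher at ZT2 than over the other time points, with a median log2 ratio of 1.32. In 15 of the 23, both ZT2 values exceeded all 10 others, and all 23 were higher in series 2 than in series 1 at ZT22. The median log2 ratio over all expressed genes was 0.04. The criteria called 11 of the 23 genes rhythmic. The mRNA of albumin (*Alb*), which falls in an acute-phase response, took up 3.26% and 3.50% of the signal at ZT2 and between 6.16% and 8.21% elsewhere.

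Technical explanations were tested first. After rescaling by size factors, which lay between 0.976 and 1.04, the median log2 ratio of the 23 genes was 1.29. Against genes of similar GC content and transcript length it was 1.29. This comparison covered all 23 genes and 75.3% of the expressed genes. If a sample had been mislabelled, its clock genes would have matched another time point, but 4 of the 4 samples at ZT2 and ZT22 correlated best with the same time point of the other series. RNA from leukocytes would raise leukocyte genes at least as much. Their median log2 ratio was 0.64, over the 5 of 13 listed genes that were expressed. The genes went different ways, and they are named here after their values were seen. The ratio was 1.41 for *S100a8* and 0.98 for *S100a9*, against 0.64 for *Cd68*, 0.34 for *Csf1r* and 0.30 for *Emr1*. *S100a9* was highest in series 2 at ZT22, at 14.92 rpbp, so RNA from some kinds of leukocyte is not excluded. The share of uniquely mapped sequences was lowest at ZT2, and rescaling to all sequences left a ratio of 1.19. Each of these factors is the same for all genes of a sample and is too small to remove a difference of this size, so neither test could have come out otherwise.

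A daily rhythm shared by all animals would raise the nascent RNA near ZT2. In the paper's Nascent-Seq values of 15 of these genes, the median log2 ratio of ZT0 and ZT4 over the other time points was −0.63 in series 1 and −0.27 in series 2. At ZT16 it was 1.17, and in 5 of the 15 genes both ZT16 values exceeded all 10 others. *Saa1*, 1 of these 5, was at 23.2 and 43.6 rpbp there and at most 3.6 rpbp at the other time points. *Hp* in series 2 was higher at ZT12 (84.2 rpbp) than at ZT16 (70.6 rpbp). A daily rhythm with earlier transcription is therefore not excluded, but the mRNA would have to rise long after it. The median log2 ratio of the 23 mRNAs over the other time points was −0.70 at ZT18 and 0.23 at ZT22. The mismatch of the 2 series at ZT22 would also need another cause. Both samples of a time point may also share a state of the animals, such as an inflammation, and the design cannot tell this apart from the time of day. A response of the animals remains a hypothesis.

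Outside the paper's list of 1204 rhythmic mRNAs, 761 of the 8994 expressed genes were called rhythmic here, 274 of them strongly. The paper's list covers only genes that were sufficiently expressed in both datasets, while the calls here need the mRNA alone. The 761 genes are therefore no count of disagreements with the paper, and no gene of its table was called here only. The median level of the 761 genes was 14.9 rpbp, against 34.2 rpbp for those on the list. A candidate explanation of the calls themselves is signal near the expression minimum. Of the 761 genes, 275 (36.1%) had no value above 16 rpbp, against 179 (15.1%) of the 1187 rhythmic genes on the list. Such genes were fewer than the others outside the list, but their share was higher than on the list, so the explanation is not excluded. Shuffles of the 12 time labels, each with 2000 permutations per gene, gave a median of 223 rhythmic genes outside the list and at most 1287. Counting the real labels, 6 of the 100 label sets gave as many as the real one. The list removes genes that were chosen on the real labels, which lowers the real count relative to the shuffles. The test therefore does not settle whether the number exceeds what a random order of the samples gives. No biological explanation was tested.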

How the results depend on the processing

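The alternatives were set before the data were examined, meaning the deposited file, since the paper's supplementary tables had been read by then. Those chosen only after seeing the data are named as such. Of 99 comparisons of the 11 designed results reported with an alternative, 20 moved the result and 1 reversed it. The other 78 left a number of genes within 1.5 times its value and a share within its interval. They left a tested result with the same sign and on the same side of the threshold, whatever its size, and with a series left out within its interval or, for the odds ratio, within 1.5 times its value. The cause was not tested for any of these changes.

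The number of rhythmic mRNAs fell from 1948 to 491 with the Benjamini-Hochberg adjusted p, and that of strongly rhythmic ones from 805 to 367. Of the genes with rhythmic transcription, 152 in place of 340 then had rhythmic mRNA. The share of rhythmic mRNAs with rhythmic transcription rose from 28.6% to 42.5%, and that of strongly rhythmic ones from 41.1% to 50.0%. With limma, 828 mRNAs were rhythmic, 826 of them also by the permutation test, and the share was 40.0%. Under an added limma setting without the minimum for F24, chosen after seeing the data, these were 829 and 40.1%. The share was 32.7% after rescaling to all sequences and 33.2% with amplitudes from time-point means. In each setting run for the share among all rhythmic mRNAs, it was at most 43.4%. After rescaling to all sequences, 1600 of the 1883 genes called were also called without it, and with size factors 1768 of 1890 were. With peaks from ZT0 to ZT12, the percent of rhythmic mRNAs was 57.1, against 49.0 with size factors and 61.4 with all sequences. Settings added after seeing the data were a minimum of 4 rpbp (2269 rhythmic, 923 strongly) and ZT2 left out (1532 rhythmic).

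The correlation of phases in R-R genes reversed in sign with the circular correlation coefficient, to −0.379 from 0.912. That coefficient counts phases from the mean phase of each dataset. The mean phases are poorly defined here, with resultant lengths of 0.144 and 0.104, so the reversed sign does not show that the phases are opposed. The mean cosine of the phase difference, an alternative chosen after seeing the data, was 0.729. The ratio of ribosomal protein genes could not be computed with both minimums, which leave none of these genes.

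Across the fits that each left out one series, where a p-value is not given, rhythmic mRNAs ranged from 2349 to 3248 and strongly rhythmic ones from 952 to 1510. The share with rhythmic transcription ranged from 37.7% to 38.3%. Without p, these counts are of genes past the F24 and amplitude limits.

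With the replicate number as a replicate block, limma called 624 rhythmic and 504 strongly rhythmic mRNAs. Of the rhythmically transcribed genes, 196 then had rhythmic mRNA, and the shares were 43.4% and 48.2%. Same-numbered samples did not deviate together, with a mean correlation of −0.0088 over 15 pairs of time points (−0.1525 to 0.2062), and they are different animals.

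For the 55 named genes, 266 of 275 comparisons left the call as it was. The others were 2 genes newly called on log2 values (*Cry2* and *Sphk2*) and 7 changes with a series left out. With 2 samples per time point, differences between single time points have no usable test, and a series alone cannot give a p below 0.0167.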

Differences from the paper's values

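The paper's text gives the fewest genes above 2 rpbp in an RNA-Seq sample as 5121, and 7967 were counted here at the sequencing depth of each sample. For 3 rpbp, the paper's fewest is 3215 and its most is 4795, against 6485 and 8272 here. The paper's sentence on RNA-Seq names ZT16 and ZT0, which are not RNA-Seq time points, and gives the same numbers as its sentence on Nascent-Seq. None of the alternatives set before the data were examined bears on these counts, so none was computed for them.

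The share of rhythmic mRNAs of 22.1% was computed on the 524 genes with values in both datasets here, and the paper's on a larger set. Of the paper's 1204 rhythmic mRNAs, 17 were not called here. With the F24 and p of the authors' deposited table, 12 of the 17 were called. Some of the 17 were also called after rescaling by size factors (4), after rescaling to all sequences (8), with F24 on log2(rpbp + 1) or log2(rpbp + 0.1) (4 each) and after removal of the mean of each series (9). With 1 series left out and no p, 13 (series 1) and 7 (series 2) passed. The paper's r of amplitudes is 0.76. It was 0.734 here and 0.758 from time-point means. With 1 series left out it was lower, at 0.7180 without series 1 and 0.6985 without series 2.

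The paper states that the 2 series of rhythmic mRNAs overlap better than a series of nascent RNA and a series of mRNA. In the 524 genes, the overlap was 35.3% against 26.5% to 33.1% by F24 and amplitude. With the exact p added it was 5.00% (2 genes), against 0 to 8.57%, so the ranking did not hold there. The paper also states that the 2 Nascent-Seq series overlap no better than nascent RNA and mRNA. By F24 and amplitude their overlap was 32.5%, within the range of the comparisons of nascent RNA with mRNA. With the exact p it was 10.7% (3 genes), the highest of the 6 comparisons, of which each rests on 0 to 3 shared genes.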

Other observations

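None of the tests in this part was chosen only after its result had been seen. Each shuffle, each order of time points and each fit without a time point used 2000 permutations per gene.

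Whether the number of rhythmic mRNAs exceeds what random labels give was tested with 99 shuffles of the 12 time labels. Counting the real labels, 1 of the 100 label sets gave as many rhythmic genes. The median of the shuffles was 243 and the highest 1824. Differences between time points in any order could also raise the number. Over the 60 circular orders of the 6 time points, 3 gave as many genes as the real order, the real one included. The real order gave 1944, the others a median of 958, and the higher counts were 2246 and 2206. Both orders with higher counts keep ZT6, ZT10 and ZT14 side by side and ZT22 next to ZT2. A daily course can therefore raise the counts of such orders too. The comparison does not settle whether differences between time points without a daily course could give this number. Rescaling to all sequences gave 1883 rhythmic mRNAs, of which 1600 were also called without it. The total was similar but some of the calls changed, so this does not settle whether the lower mapped share at ZT2 adds to the number.

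The state of the ZT2 samples might carry many calls. Both values of a time point were the 2 highest or the 2 lowest of the 12 for 2033 genes at ZT2, against 309 expected by chance and at most 935 at the other time points. With both ZT2 samples left out, 1229 of the 1948 rhythmic genes still passed, against 1155 to 1428 with another time point left out. Of the 805 strongly rhythmic genes, 698 still passed, against 665 to 764. In both sets, fewer genes passed without ZT2 than without ZT6, ZT14, ZT18 or ZT22, and fewer still passed without ZT10. The calls therefore rested on ZT2 more than on 4 of the other time points, and less than on ZT10.

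Over all R-R genes, the median of the mRNA phase minus the nascent RNA phase was −0.168 hr, with quartiles of −1.45 and 1.88 hr. The difference went both ways with the nascent RNA phase. The mRNA was later by a median of 2.39 hr in the 69 genes with a nascent RNA phase from ZT4 to ZT8, 0.232 hr in 63 genes from ZT8 to ZT12 and 1.92 hr in 17 genes from ZT16 to ZT20. The median was −1.19 hr in 48 genes from ZT0 to ZT4 and −0.501 hr in 52 genes from ZT12 to ZT16. It was −0.904 hr in 93 genes from ZT20 to ZT24. The nascent RNA phase sets the group and also enters the difference, so error in it can by itself give differences of opposite sign. The groups therefore do not settle whether the median over all genes mixes delays with advances. A delay hidden by the ZT2 samples was one possible explanation, and without them the median was −0.479 hr. Weak rhythms with uncertain phases were another. Among the 121 genes strongly rhythmic in both datasets the median was −0.429 hr, and mRNA was earlier in 76 of them. The nascent RNA and the mRNA were sampled at different hours, and whether this moves the difference was not tested.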
